# A combinatorial genetic strategy for exploring complex genotype–phenotype associations in cancer

**DOI:** 10.1038/s41588-024-01674-1

**Published:** 2024-02-29

**Authors:** Shan Li, Alicia Wong, Huiyun Sun, Vipul Bhatia, Gerardo Javier, Sujata Jana, Qian Wu, Robert B. Montgomery, Jonathan L. Wright, Hung-Ming Lam, Andrew C. Hsieh, Bishoy M. Faltas, Michael C. Haffner, John K. Lee

**Keywords:** Bladder cancer, Prostate cancer, Functional genomics

## Abstract

Available genetically defined cancer models are limited in genotypic and phenotypic complexity and underrepresent the heterogeneity of human cancer. Here, we describe a combinatorial genetic strategy applied to an organoid transformation assay to rapidly generate diverse, clinically relevant bladder and prostate cancer models. Importantly, the clonal architecture of the resultant tumors can be resolved using single-cell or spatially resolved next-generation sequencing to uncover polygenic drivers of cancer phenotypes.

## Abstract (web summary)

An approach combining infection of primary human epithelial cells with a barcoded lentiviral-based library followed by engraftment into mice yields biologically relevant models of bladder and prostate cancer harboring complex genetic perturbations.

## Main

Most cancers are not driven by a single oncogenic driver but are instead the sum of multiple genetic perturbations that occur during tumor evolution^1^. However, the functional impact of most genomic abnormalities found in cancers remains largely unknown. Wrangling the catalog of recurrent genetic alterations in cancer and deriving meaningful insights into the functional and contextual contributions of these events is a major challenge in the field of cancer genomics. In vitro assays recapitulate only specific aspects of cancer behaviors such as cell proliferation, anchorage-independent colony formation or invasive migration. In vivo strategies such as the transplantation of cancer cell lines or chemical carcinogenesis are not genetically defined. Genetically engineered mouse models are a gold standard to define genetic drivers in cancer, but they are costly, slow and do not allow the facile manipulation of more than a few genes. Dissociated-cell tissue recombination and transplantation assays have also been applied to study the malignant transformation of primary epithelial cells but have been reliant on the introduction of discrete sets of candidate genes and limited by inefficient transgenesis. Collectively, existing cancer models generated through these methods grossly underrepresent the diversity of human cancer. Furthermore, the use of these technologies to systematically investigate the permutations of genetic events associated with a single cancer would be incredibly challenging, if not impossible. To address these limitations of scale, throughput and economy, we developed a methodology incorporating barcoded lentiviral libraries encoding cancer-associated genetic events introduced efficiently and at random into primary epithelial cells, which are engrafted in mice for tumorigenic selection, at a high multiplicity of infection (MOI). This system enables the generation of genotypically and phenotypically diverse tumors and the massively parallel single-cell lentiviral barcode sequencing of tumors to identify cooperative oncogenic drivers of malignant transformation and specific cancer phenotypes.

Organotypic or organoid cultures permit the expansion of primary epithelial cells while maintaining their complex organization and tissue function^2^. A major barrier to higher-order genetic studies in this context has been inefficient transgenesis using available lentiviral transduction protocols. We proposed that enforced cell–virus contact in a constrained volume of gel matrix could increase lentiviral transduction efficiency. Primary mouse bladder urothelial (mBU) and prostate epithelial (mPE) cells were isolated by fluorescence-activated cell sorting (FACS) on the basis of a lineage-negative (Lin^−^) (CD45^−^CD31^−^Ter119^−^), EpCAM^+^CD49f^high^ immunophenotype (Extended Data Fig. 1a), as these populations self-renew at high frequencies^3^ and readily establish organoids in culture (Extended Data Fig. 1b). Cells were mixed into cold Matrigel containing concentrated lentivirus expressing GFP before the seeding and polymerization of organoid droplets^4^. Near complete transduction of mBU and mPE cells was achieved, delivering up to 10–20 copies per cell (Fig. 1a,b). We next developed a barcoding system to characterize the distribution of unique proviral copies per cell. Lentiviral constructs were barcoded with matching ten-nucleotide sequences distal to the 5′ long terminal repeat (LTR) and proximal to the 3′ LTR and produced as a pool. A custom single-cell amplicon panel was designed on the Mission Bio Tapestri platform to enable the sensitive enumeration of multiple uniquely barcoded lentiviruses per cell (Extended Data Fig. 1c). This approach was validated using a defined population of 3T3 cells engineered with lentiviruses to harbor up to four unique lentiviral barcodes per cell (Extended Data Fig. 1d). mPE were transduced with a diverse barcoded lentiviral pool at varying MOIs, and single-cell amplicon sequencing showed relatively normal distributions of proviral copies per cell (Fig. 1c and Extended Data Fig. 1e).

**Fig. 1:**
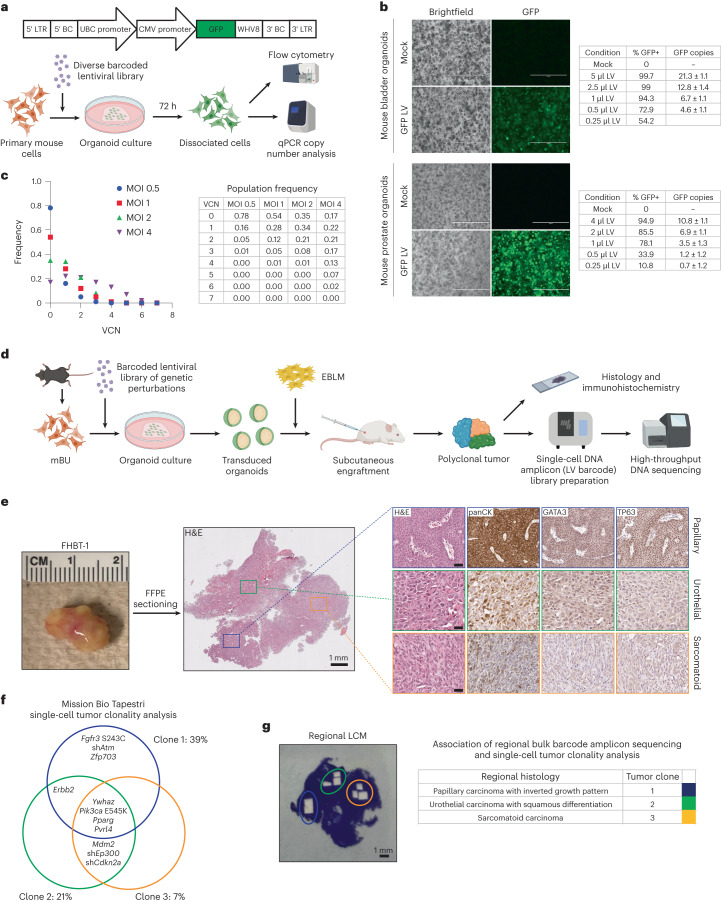
Efficient lentiviral transduction of primary epithelial cells at high multiplicity of infection and transformation of urothelial cells to tumors with mixed cancer histologies. **a**, Top, schematic of a lentiviral (LV) construct with matching barcodes (BCs) at the 5′ and 3′ ends. Bottom, overview of experiments with LV infection of primary mouse cells in organoid culture and quantification of transduction. Created with BioRender.com. CMV, cytomegalovirus; UBC, ubiquitin C; WVH8, Woodchuck hepatitis virus 8 post-transcriptional regulatory element. **b**, Left, brightfield and GFP images of mouse bladder or prostate organoids 72 h after mock or GFP LV transduction. Scale bar, 400 µm. Right, tables summarizing quantification of LV transduction by flow cytometry and LV copies of GFP (± s.d.) by qPCR. **c**, Left, plot of the distribution of LV copies per mPE cell at different MOIs 72 h after transduction. Right, table summarizing viral copy number (VCN) population frequencies at varying MOIs. The experiment was independently repeated three times with similar results. **d**, Scheme of the mBU organoid transformation assay to uncover functional genotype–phenotype associations in bladder cancer. Created with BioRender.com. **e**, Left, gross image of a tumor arising from mBU transformed with a BU-LVP. Middle, low-magnification image of the hematoxylin and eosin (H&E)-stained tumor section. Right, high-magnification images of H&E-stained and immunohistochemically stained sections of regions with distinct histologies. Scale bars, 50 µm. Each FHBT model is a unique tumor that is the result of an independent experiment. **f**, Clonal architecture of the three dominant clones in the tumor as determined by Mission Bio Tapestri single-cell analysis of LV barcodes. **g**, Left, tumor tissue section after LCM of the histologically distinct regions. Right, table showing the associations between regional tumor histologies and clones in **f** based on LCM and bulk DNA amplicon sequencing of LV barcodes.

To determine the utility of this approach in understanding the initiation and progression of bladder and prostate cancer, we selected commonly mutated genes from cancer genome sequencing studies^5–7^ (Extended Data Fig. 2a) and cloned these as open reading frames (ORFs) or short hairpin RNAs (shRNAs) into barcoded lentiviral constructs to mimic gain-of-function or loss-of-function events (Extended Data Fig. 2b and Supplementary Table 1). At least three shRNAs from The RNAi Consortium (TRC) targeting each gene were tested for knockdown in 3T3 cells by quantitative PCR. The shRNA demonstrating the most potent knockdown of target gene expression was incorporated into the lentiviral libraries (Extended Data Fig. 2c). A bladder urothelial lentiviral pool (BU-LVP) of 33 genes and a prostate epithelial lentiviral pool (PE-LVP) of 24 genes were produced in arrayed format to avoid lentiviral barcode recombination and concentrated by ultracentrifugation (Extended Data Fig. 3a). Infectivity (representation) of each lentivirus was evaluated by transducing either mBU or mPE cells with the respective lentiviral pool and performing bulk amplicon sequencing of lentiviral barcodes (Extended Data Fig. 3b). Initial lentivirus pools demonstrated over tenfold overrepresentation of shRNA vectors relative to ORF vectors (Extended Data Fig. 3c), presumably owing to more efficient viral packaging because of the reduced length between LTRs of the transfer plasmid^8^. These data were applied to adjust the cell surface area of producer cells for subsequent arrayed lentiviral library production, leading to near normalization of the representation of shRNA and ORF vectors (Extended Data Fig. 3d).

We adopted an approach in which primary mBU and mPE cells infected with BU-LVP or PE-LVP at high MOI in organoids were recombined with inductive mouse embryonic day 16 (E16) bladder mesenchyme (EBLM)^9^ or urogenital sinus mesenchyme (UGSM)^10^ and subsequently grafted subcutaneously in NOD scid gamma (NSG) mice to enable biological selection for tumorigenic clones (Fig. 1d). No tumors were appreciable from control grafts of untransduced mBU or mPE cells recombined with EBLM or UGSM. The efficiency of tumor formation (tumors formed per graft inoculated) was 80% (16 of 20) for mBU cells infected with BU-LVP and 38% (18 of 47) for mPE cells infected with PE-LVP (Supplementary Table 2). Tumor latency was measured as time from inoculation to achieving a maximal tumor diameter of 1 cm and ranged from 2.3 to 7.4 months (mean 4.2 months) for bladder tumors and 3.2 to 16 months (mean 8.9 months) for prostate tumors (Supplementary Table 2).

A representative tumor derived from primary mBU cells transduced with BU-LVP exhibited three morphologically distinct regions consistent with papillary urothelial carcinoma with an inverted growth pattern, urothelial carcinoma with squamous differentiation and sarcomatoid urothelial carcinoma, all three of which were also supported by GATA3, TP63 and pan-cytokeratin (panCK) immunostaining (Fig. 1e). Single-cell DNA amplicon sequencing was performed to enumerate the lentiviral barcodes for the determination of clonal architecture and deconvolution of lentivirus-delivered genetic events putatively involved in tumorigenesis. Three major clones harboring distinguishable sets of lentiviral barcodes were identified (Fig. 1f), but spatial resolution was lost owing to single-cell dissociation. To associate histology with clonality, we performed laser capture microdissection (LCM) of the three regions on stained tissue sections and performed bulk DNA amplicon sequencing (Fig. 1g). The papillary urothelial carcinoma was uniquely associated with *Fgfr3* S243C, sh*Atm* and *Zfp703* mutations, in addition to the common *Ywhaz*, *Pik3ca* E545K, *Pparg* and *Pvrl4* mutations observed in all three dominant clones. Cancer genomics studies have shown that activating mutations in *FGFR3* are highly enriched in papillary urothelial carcinomas^5,11^. We further validated these findings in the mouse urothelial transformation assay in independent experiments using a defined lentiviral pool of *Fgfr3* S243C, *Ywhaz*, *Pik3ca* E545K, *Pparg* and *Pvrl4* (Extended Data Fig. 4a), which produced tumors with papillary urothelial carcinoma with an inverted growth pattern by histopathology and based on the endophytic proliferative pattern (Extended Data Fig. 4b). The co-occurrence of these genetic alterations was also evident in the human muscle-invasive bladder cancers from The Cancer Genome Atlas bladder cancer (TCGA-BLCA) cohort^5^ (Extended Data Fig. 5).

Several tumors called the Fred Hutch Bladder Tumor (FHBT) series have been generated using this methodology, including those with pure urothelial carcinoma and others with mixtures of histologic subtypes (Fig. 2a and Extended Data Fig. 6). The urothelial origin of these tumors was supported by GFP staining (Fig. 2b–d), which was positive even in regions of sarcomatoid carcinoma with low or absent panCK staining (Fig. 2b). 

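LCM, in which a laser cuts cells of a chosen histology out of a tissue section, gave 13 regions of 9 FHBT tumors. By the deposited histology labels and Fig. 2e, 3 regions were urothelial (FHBT-1b, FHBT-3 and FHBT-9), 4 sarcomatoid (FHBT-1a, FHBT-2, FHBT-4a and FHBT-4b), 2 squamous (FHBT-5 and FHBT-6), 2 papillary (FHBT-1c and FHBT-8a) and 2 papillary squamous (FHBT-7 and FHBT-8b). The regions differed widely in the RNA of urothelial differentiation. KRT5, a keratin of basal urothelial cells, ranged from 0.300 FPKM (fragments normalized to gene length and library depth) in the urothelial FHBT-3 to 1878 FPKM in the squamous FHBT-6. UPK1B, a uroplakin of luminal umbrella cells, ranged from 0 in the urothelial FHBT-9 to 90.6 FPKM in the papillary FHBT-1c. VIM, a mesenchymal intermediate filament, ranged from 191 FPKM in the papillary squamous FHBT-8b to 3596 FPKM in the urothelial FHBT-1b.
RNA from formalin-fixed, paraffin-embedded sections was made into stranded total RNA libraries. The authors quantified it with the UCSC Toil RNA-seq pipeline and kept genes with a human ortholog. The deposited table gives genes under human symbols, in FPKM with 2 decimals, and no read counts. The methods name the mouse genome GRCm39, whereas the sample labels name the human build hg38. The title of FHBT-4a ends in urothelial and Fig. 2a draws this region as mostly urothelial with a sarcomatoid part, and the title of FHBT-7 names tumor 8 and a papillary histology. Both were placed by their histology labels and Fig. 2e–g. Fig. 2i gives FHBT-1b the symbol of sarcomatoid regions, unlike Fig. 2a and Fig. 2e–g, which were followed. Fig. 2a also draws mixed histologies for FHBT-2, FHBT-4b, FHBT-5, FHBT-7 and FHBT-8b. FHBT-1, FHBT-4 and FHBT-8 gave more than 1 region each, and regions of a tumor are not independent samples.
Depth was estimated from the spacing of low FPKM values in 1032 genes with a single transcript. It came to 11.5, 26.4 and 7.95 M fragments (M, mega) in the urothelial regions FHBT-1b, FHBT-3 and FHBT-9, and to 15.2, 14.8, 18.7 and 9.57 M in the sarcomatoid regions FHBT-1a, FHBT-2, FHBT-4a and FHBT-4b. The squamous regions FHBT-5 and FHBT-6 had 9.49 and 12.0 M. The papillary squamous regions FHBT-7 and FHBT-8b had 7.57 and 7.27 M, and the papillary regions FHBT-1c and FHBT-8a 5.18 and 4.45 M. The papillary regions had the most genes with at least 1 FPKM, 15285 in FHBT-1c and 14856 in FHBT-8a, against 11316 to 12615 in the other 11 regions. In a list of genes of unrelated tissues, written after the data had been seen, 60 genes were in the table. Their median was 1.47 FPKM in FHBT-1c, 0.980 FPKM in FHBT-8a and at most 0.045 FPKM in the other 11 regions.
Values were analyzed as log2(FPKM + 1), a scale that understates the change of low genes. The 15194 genes with at least 1 FPKM in at least 2 regions entered one limma fit of the 5 histologies, in which the tumor was kept as a block (correlation of regions of one tumor, 0.337). Differences were called at a Benjamini-Hochberg adjusted p under 0.05. The gene lists and tests of the comparisons were fixed before the data were examined, apart from the list of unrelated tissues and those named as chosen later. In data simulated for sarcomatoid against squamous regions, the fit recovered 20.9% of genes changed by a log2 fold of 1, 65.7% at 2 and 95.5% at 4. These shares hold for genes as variable as the simulated ones. In the data, the keratins KRT6A and KRT16 had log2 fold changes of −4.69 to −2.41 and −4.86 to −2.15 as single regions were left out. With all regions, limma called 0 genes between these histologies (smallest adjusted p = 0.721 from limma).

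**Figure D1:**
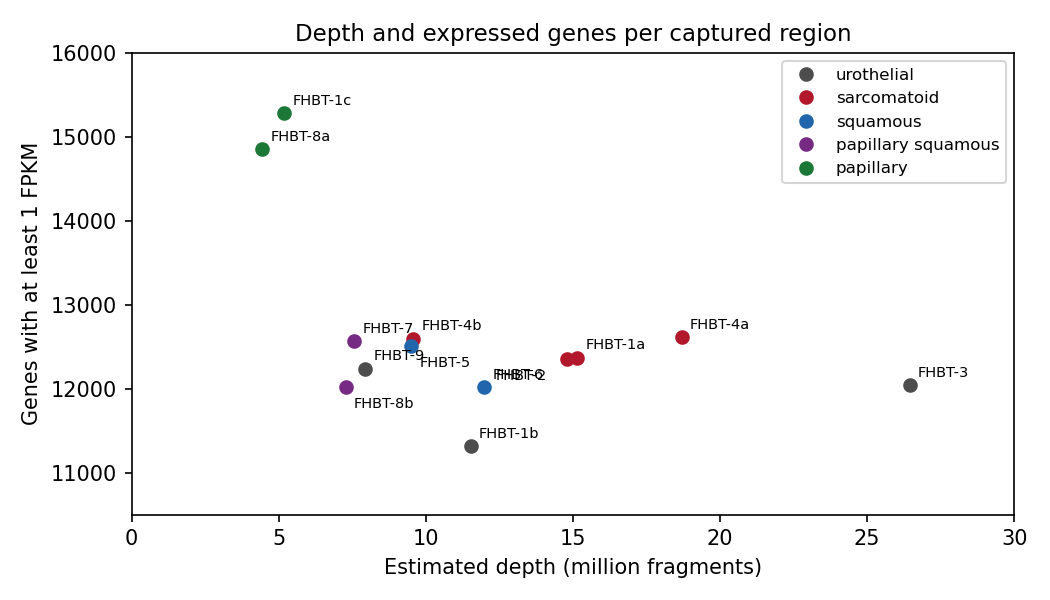
Estimated depth in M fragments (x axis) against the number of genes with at least 1 FPKM (y axis, starting above 0) in each of the 13 regions, colored by histology. The papillary regions FHBT-1c and FHBT-8a lie at 5.18 and 4.45 M fragments with 15285 and 14856 genes, above the other 11 regions, which have 11316 to 12615 genes.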

We conducted molecular profiling of these tumors and their regional tumor histologies by LCM and RNA-seq analysis. Principal component analysis (PCA) of the gene expression data showed that squamous and sarcomatoid subtypes clustered together and were separate from urothelial and papillary urothelial carcinomas (Fig. 2e). 

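On the first principal component, which held 25.3% of the variance, the urothelial regions FHBT-1b, FHBT-3 and FHBT-9 lay at −54.2, −71.6 and −85.4. All other regions lay between −12.2 (the sarcomatoid FHBT-2) and 65.2 (the papillary squamous FHBT-8b). The genes with the most positive loadings were keratins and genes of cornifying epithelium, among them KRT5, LY6D, KRT4, KRT14 and IVL, which encodes involucrin of the cornified envelope. LY6D was at 9.62, 0.700 and 0 FPKM in the 3 urothelial regions and between 171 and 808 FPKM in the others. ACAN, the cartilage proteoglycan aggrecan, was among the most negative loadings and reached 129 FPKM in FHBT-3. COX3, which bears the name of a mitochondrial gene, had the most negative loading of all but split regions of one histology, at 494 FPKM in FHBT-9 and 0.0700 FPKM in FHBT-1b, both urothelial.
The second component held 19.1% of the variance. On it the papillary regions FHBT-1c and FHBT-8a lay at −84.0 and −76.8, and the other regions between −6.87 (FHBT-9) and 46.4 (FHBT-6). These are also the regions with a low-level signal in genes of unrelated tissues. UPK3A, UPK1B and UPK1A, all uroplakins, had strongly negative loadings on it, as did REG3A and REG3G, antimicrobial lectins. REG3A was at 311 FPKM in FHBT-8a and at most 1.46 FPKM in any other region. The squamous genes SPRR1B, KRTDAP, CNFN and KRT13 had positive loadings. COX2, which bears the name of a mitochondrial gene, had the most negative loading and was at 384 and 448 FPKM in the papillary regions and at most 103 FPKM (FHBT-5) in the others.
The sarcomatoid regions FHBT-1a, FHBT-2, FHBT-4a and FHBT-4b lay at 16.9, −12.2, 19.6 and 3.87 on the first component, beside the squamous regions FHBT-5 and FHBT-6 at 22.5 and 36.9. The papillary squamous regions FHBT-7 and FHBT-8b lay at 32.4 and 65.2. In the plane of both components, the mean distance among the 6 squamous or sarcomatoid regions was 29.9, and that from them to the 5 urothelial or papillary regions was 92.2. The ratio of 3.08 was the highest of all assignments of these 11 regions (exact permutation test, one-sided, p = 0.00216, the smallest p possible). Regions of one tumor were counted separately, so this p is too small. With a pseudocount of 10, chosen after seeing the low values of the papillary regions, the ratio was 1.84 (exact permutation p = 0.0606). The papillary FHBT-1c, at −4.86 and 15.6 on the first and second components, then lay beside the sarcomatoid FHBT-4b (−0.0537 and 14.6). FHBT-8a (10.0 and 3.19) lay beside the sarcomatoid FHBT-4a (11.9 and 2.76) and FHBT-1a (7.98 and 2.04) and the squamous FHBT-5 (11.5 and 1.51). With the signal of unrelated tissue genes subtracted, also chosen later, the ratio was 2.37 and passed the same test, and FHBT-1c, at −8.20 and 54.6, had the highest position on the second component, while FHBT-8a, at 19.6 and 20.6, lay nearest to the sarcomatoid FHBT-1a (18.1 and 5.10). Scaled to unit variance, a setting fixed before the data were examined, the first component set the papillary regions apart instead of the urothelial ones. FHBT-1c and FHBT-8a lay at 145.4 and 125.5 on it, and all others between −58.85 (FHBT-1b) and 2.05 (FHBT-7). On the second component of that setting, the urothelial FHBT-1b, FHBT-3 and FHBT-9 lay at 45.2, 76.0 and 98.7, and the papillary FHBT-1c at 43.7. From its own PCA (Fig. 2e), the paper states that the squamous and sarcomatoid subtypes form one cluster, separate from the urothelial and papillary carcinomas.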

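UPK1B and UPK1A, uroplakins of the plaques of luminal umbrella cells, were higher in the 4 papillary and papillary squamous regions than in the 6 squamous and sarcomatoid regions. UPK1B, on chromosome 16 of GRCm39 from 38591981 to 38620727, was at 76.9 ± 14.0 FPKM (SD, n = 4) against 17.6 ± 21.2 FPKM (SD, n = 6), a log2 fold change of 3.41 (standard error 0.53, adjusted p = 0.00465 from limma). Fold changes of this comparison weigh both histologies of a side equally. The 2 squamous regions, with UPK1B at 0.24 and 2.13 FPKM, thus count as much as the 4 sarcomatoid ones. Against urothelial regions, the log2 fold change of UPK1B was 3.725 to 4.70 in sarcomatoid and 5.90 to 6.40 in papillary regions, single regions left out. UPK1A, on chromosome 7 from 30302510 to 30312272, had a log2 fold change of 3.35 (standard error 0.48, adjusted p = 0.00344 from limma). SNX31, a sorting nexin of umbrella cells, had one of 2.76 (standard error 0.44, adjusted p = 0.00537 from limma). UPK2 was at 19.7 ± 8.76 against 3.45 ± 3.84 FPKM and did not pass the test (adjusted p = 0.0830 from limma, and 0.0263 without FHBT-9). Without FHBT-1c, UPK1B, UPK1A and SNX31 had log2 fold changes of 3.51, 3.545 and 2.87 with adjusted p of 0.249, 0.200 and 0.312 from limma, and without FHBT-8a 3.24, 3.18 and 2.63 with adjusted p of 0.115, 0.1004 and 0.115.
Of 34 tested genes of a luminal list, 6 were higher and none was lower (11 higher when adjusted over the list alone). The list as a whole was higher by limma's camera test (adjusted p = 1.11e-05, and adjusted p = 0.0350 with an estimated correlation between its genes). As a score, the mean z-score of the list, luminal genes stood at 0.637 ± 0.0369 in the papillary and papillary squamous tumors (SD, n = 3 tumors) and at −0.0297 ± 0.176 in the squamous and sarcomatoid tumors (SD, n = 5). This difference had p = 0.0179 in a two-sided exact permutation test of tumor means, the smallest p that 56 assignments allow. Tumor 1 stood on both sides, with FHBT-1c and FHBT-1a, which the permutation does not take into account. FHBT-8a had the highest luminal score, 0.807, and the squamous FHBT-6 the lowest of these 10 regions, −0.215.
Few basal genes passed the test between these groups. Of 19 tested genes, KRT6A, a keratin of stressed and squamous epithelium, and DSC3, a desmosomal cadherin, were lower in the papillary and papillary squamous regions and none was higher (3 lower when adjusted over the list alone). Their log2 fold changes were −2.52 and −1.82 (adjusted p = 0.0464 and 0.0411 from limma). KRT6A passed the test with FHBT-2, FHBT-5 or FHBT-8b left out, and lost its call without any 1 of the other 10 regions (adjusted p = 0.0544 to 0.458). DSC3 passed it with FHBT-9, FHBT-4a or FHBT-8b left out, and lost its call without any 1 of the other 10 (adjusted p = 0.0524 to 0.407). KRT14 was at 681 ± 623 FPKM (SD, n = 4) against 944 ± 668 FPKM (SD, n = 6) and did not pass the test (adjusted p = 0.337 from limma). The basal list was lower by camera (adjusted p = 0.00224), but not with an estimated correlation (adjusted p = 0.532 with an estimated correlation). Its score of 0.328 ± 0.462 (SD, n = 3 tumors) against 0.415 ± 0.408 (SD, n = 5) did not differ by more than the spread between tumors (two-sided exact permutation p = 0.768). The difference of −0.0870 turned to 0.0143, 0.128 and 0.0326 without FHBT-6, FHBT-1c and FHBT-8a. Of 22 squamous differentiation genes, SPRR1B, a cornified envelope protein, was the 1 gene lower (log2 fold change −3.63, adjusted p = 0.0485 from limma, lost without any 1 region other than FHBT-9 and FHBT-8b, adjusted p = 0.0552 to 0.425). When adjusted over the list alone, none was. The list had an adjusted p of 7.93e-05 from camera, lost without FHBT-7 (adjusted p = 0.203), and an adjusted p = 0.532 with an estimated correlation.
Of 32 MYC targets, 3 were lower (5 lower when adjusted over the list alone). The target GNL3 lost its call, among others, without FHBT-1a, FHBT-2 or FHBT-4b (adjusted p = 0.0909, 0.0552 and 0.0527 from limma). NPM1 lost it, among others, without FHBT-1a or FHBT-2 (adjusted p = 0.0998 and 0.0641 from limma). The log2 fold change of EIF4E ran from −0.75 without FHBT-5 to −0.46 without FHBT-6. The list was lower by camera with an adjusted p of 1.74e-13 (adjusted p = 0.163 with an estimated correlation). MYC was the 1 gene lower of 15 carried as open reading frames by the lentiviral library (1 when adjusted over the list alone), with a log2 fold change of −1.14 (standard error 0.25, adjusted p = 0.0224 from limma). Its call was lost without FHBT-1a, FHBT-6, FHBT-7, FHBT-8b, FHBT-1c or FHBT-8a (adjusted p = 0.0506 to 0.425), and transcripts of the endogenous and lentiviral copies were not told apart. That list had an adjusted p of 0.00185 from camera and an adjusted p = 0.0350 with an estimated correlation. None of the 60 genes of a mesenchymal list was called by limma (0 at an unadjusted p under 0.05), and the list had a median log2 fold change of −0.50 (adjusted p = 9.04e-06 from camera, adjusted p = 0.604 with an estimated correlation). This median ran from −1.04 without FHBT-7 to −0.075 without FHBT-8b.
Of 15194 genes, 844 were higher and 27 lower, around a median log2 fold change of 0.11 over all genes. The count of 871 was 0 without FHBT-8a, 1 without FHBT-1c, 368 without FHBT-6 and 502 without FHBT-5. It was 35 with quantile normalization and 7 with the signal of unrelated tissue genes subtracted, a setting chosen after seeing the data.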

The BASE47 subtype predictor^12^, a gene expression classifier used to distinguish luminal and basal subtypes of urothelial carcinoma, generally classified the tumors with papillary and papillary squamous subtypes as luminal and the squamous and sarcomatoid histologies as basal, consistent with an established relationship between sarcomatoid differentiation and the basal subtype^13^ (Fig. 2f). The Consensus Molecular Classifier^14^ revealed that the non-papillary urothelial histologies showed neuroendocrine-like gene expression with low or absent luminal and basal gene signatures (Fig. 2g and Extended Data Fig. 7a). 

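The urothelial regions FHBT-1b, FHBT-3 and FHBT-9 had low RNA of many genes of both urothelial layers. TP63, the basal transcription factor encoded on chromosome 16 of GRCm39 from 25502513 to 25710852, was at 1.06 ± 0.686 FPKM (SD, n = 3) against 59.4 ± 32.4 FPKM in the 10 regions of the other histologies, a log2 fold change of −4.78 (standard error 0.31, adjusted p = 2.04e-05 from limma). KRT7, a keratin of simple and luminal epithelium, was at 9.83 ± 1.75 against 363 ± 161 FPKM, and TMPRSS2, a membrane serine protease, at 0.857 ± 0.424 against 86.9 ± 62.5 FPKM. Their log2 fold changes were −4.98 and −5.30 (adjusted p = 5.72e-06 and 5.72e-06 from limma). NECTIN4, an adhesion protein that the lentiviral library also carries (as Pvrl4), was lower as well (log2 fold change −3.85, adjusted p = 9.36e-04 from limma). Transcripts of its endogenous and lentiviral copies were not told apart. GATA3, for which the paper stained, was not evenly low. Its log2 fold change was −4.59 without FHBT-1b, but −2.44 without FHBT-3 and −2.30 without FHBT-9. Its call was lost, among others, without FHBT-3, FHBT-9 or FHBT-4b (adjusted p = 0.0975, 0.0887 and 0.05135 from limma).
Of 34 luminal genes, 18 were lower and none was higher (21 lower when adjusted over the list alone), and of 19 basal genes 16 were lower and none was higher (17 when adjusted over the list alone). Camera gave adjusted p = 3.13e-18 and 1.33e-35 for these lists, and each had adjusted p = 2.07e-07 with an estimated correlation. The luminal score was −0.779 ± 0.271 (SD, n = 3 tumors) against 0.188 ± 0.368 (SD, n = 7) and the basal score −1.28 ± 0.378 against 0.441 ± 0.388. Each difference had p = 0.00833 in a two-sided exact permutation test, the smallest p that 120 assignments allow, with tumor 1 on both sides (FHBT-1b against FHBT-1a and FHBT-1c), which the permutation does not take into account. Of 22 squamous differentiation genes, 15 were lower (20 when adjusted over the list alone), with adjusted p = 1.77e-15 from camera, adjusted p = 0.0681 with an estimated correlation.
Of 29 neuroendocrine and neuronal genes, none passed limma's test in these regions, with 5 at an unadjusted p under 0.05. CHGA, which encodes chromogranin A of neuroendocrine secretory granules and lies on chromosome 12 of GRCm39 from 102520484 to 102531300, was at 8.19 FPKM in FHBT-9, 1.97 in FHBT-3 and 0 in FHBT-1b, but at 25.5 FPKM in the sarcomatoid FHBT-4a. Its log2 fold change was 0.23 (standard error 0.81, adjusted p = 0.879 from limma), −0.44 without FHBT-9 and 1.04 without FHBT-1b. SYP, the synaptic vesicle protein synaptophysin, was at 4.23 FPKM in FHBT-9 and 5.70 FPKM in FHBT-4a. UCHL1, a neuronal hydrolase and chosen here after its values were seen, was at 69.6 FPKM in FHBT-9 and 45.8 FPKM in FHBT-4a. The list had a median log2 fold change of −0.24 and a mean of −0.089, while the direction of the camera test was higher (adjusted p = 0.767) and turned lower without FHBT-9 or FHBT-1a (adjusted p = 0.660 and 0.959). The neuroendocrine score was −0.168 ± 0.538 (SD, n = 3 tumors) against −0.0395 ± 0.383 (SD, n = 7, two-sided exact permutation p = 0.692), and the difference of −0.129 became 0.0994 without FHBT-1b and 0.00109 without FHBT-4a. It was highest in FHBT-4a, at 1.14, followed by the papillary FHBT-1c and FHBT-8a, at 0.815 and 0.620, which carry the low-level signal in genes of unrelated tissues, and stood at 0.427 in FHBT-9, −0.313 in FHBT-3 and −0.619 in FHBT-1b.
Of 24 genes of epithelial junctions, 14 were lower, among them JUP, which encodes plakoglobin (log2 fold change −2.19, adjusted p = 0.00193 from limma), and none was higher (21 lower when adjusted over the list alone). The list had adjusted p = 1.003e-09 from camera, adjusted p = 0.337 with an estimated correlation. CDH1, E-cadherin, was at 2.03 FPKM in FHBT-1b and 7.36 in FHBT-3 but 97.9 in FHBT-9. Its call (log2 fold change −3.18, adjusted p = 0.0262 from limma) was lost without FHBT-1b (adjusted p = 0.157) or FHBT-3 (adjusted p = 0.0972). Of 32 MYC targets 14 were higher (23 when adjusted over the list alone), including the chaperonin HSPD1 and the nucleolar GNL3 at log2 fold changes of 0.94 and 0.99. Of 24 genes of glycolysis and hypoxia 11 were higher (15 when adjusted over the list alone), led by PGK1, a glycolytic kinase, at 1.43. These lists had adjusted p = 5.58e-18 and 1.46e-13 from camera, and adjusted p = 0.0658 and 0.0548 with an estimated correlation. Of 46 E2F targets 3 were higher (none when adjusted over the list alone), with adjusted p = 2.18e-10 from camera, adjusted p = 0.337 with an estimated correlation.
The marker lists of macrophages, endothelial cells, fibroblasts, skeletal muscle and adipocytes had median log2 fold changes of −0.23, −0.44, −0.52, −1.19 and −0.61, with adjusted p from camera of 0.885, 0.477, 0.747, 0.530 and 0.279. Camera ranked the macrophage list higher, against the sign of its median. The muscle list passed the threshold without FHBT-3 or FHBT-8b (adjusted p = 0.0121 and 0.0463) and the adipocyte list without FHBT-6 (adjusted p = 0.0493). The direction of the test turned without FHBT-1b for muscle (median 0.22), without FHBT-1b or FHBT-7 for fibroblasts, and without FHBT-2, FHBT-8b, FHBT-1c or FHBT-8a for macrophages. Of 6 neutrophil genes 3 were lower (3 when adjusted over the list alone), with adjusted p = 0.0301 from camera, adjusted p = 0.337 with an estimated correlation, and the call was lost without FHBT-1b (adjusted p = 0.119) or FHBT-9 (adjusted p = 0.139). In all, 327 genes were higher and 1309 lower, around a median log2 fold change of −0.13 over all genes. The split was 577 higher to 1093 lower with median-of-ratios scaling and 308 higher to 556 lower with quantile normalization. With array weights, which weight each region, it was 51 higher to 421 lower. The count of 1636 was 887 without FHBT-1b, 1010 without FHBT-3, 1027 without FHBT-1c and 1090 without FHBT-5. With FHBT-4a counted as urothelial, as its title has it, a setting chosen after seeing the data, the count was 109, and the neuroendocrine list was higher (median 0.062, adjusted p = 0.0117 from camera).

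**Figure D2:**
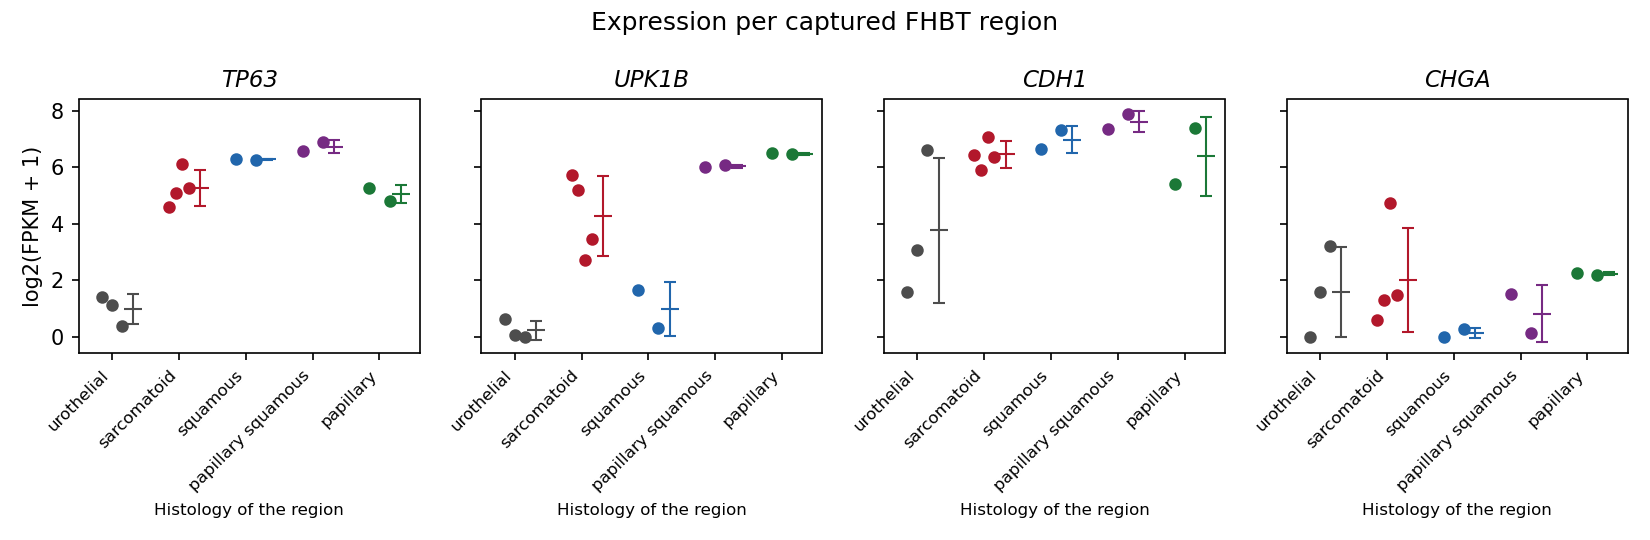
Expression of TP63, UPK1B, CDH1 and CHGA as log2(FPKM + 1) (y axis) in each region, by histology (x axis). Each point is a region, and the bars beside the points give the mean and SD of the histology. TP63 and UPK1B are near 0 in the 3 urothelial regions, CDH1 spans 2.03 to 97.9 FPKM among them, and the highest CHGA point is the sarcomatoid FHBT-4a at 25.5 FPKM.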

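Mesenchymal genes lay on average above their squamous level in the sarcomatoid regions, while those of the basal and the glycolysis and hypoxia lists lay below it. Of 60 genes of a mesenchymal list, 46 had a positive log2 fold change against squamous regions, with a median of 0.48. By limma, 0 passed the test singly or when adjusted over the list alone, with 1 at an unadjusted p under 0.05. VIM, on chromosome 2 of GRCm39 from 13578738 to 13587639, was at 1004 ± 216 FPKM in sarcomatoid regions (SD, n = 4) and 425 ± 318 FPKM in squamous regions (SD, n = 2), a log2 fold change of 1.26 (standard error 0.75, adjusted p = 0.967 from limma). CDH2, N-cadherin, was at 8.43 ± 8.76 against 1.88 ± 2.33 FPKM, and the collagen gene COL6A2 at 257 ± 109.9 against 90.0 ± 38.4 FPKM. With single regions left out, the log2 fold change of VIM ran from 0.40 (without FHBT-6) to 2.10 (without FHBT-5). That of CDH2 ran from 0.89 to 2.76 and that of COL6A2 from 0.95 to 1.84. The tropomyosin gene TPM2 went the other way, with log2 fold changes from −1.455 to −0.845 as single regions were left out. The mesenchymal score was 0.961 in FHBT-4b and 0.595 in FHBT-2 but 0.0884 in FHBT-4a and 0.0794 in FHBT-1a, and it was 0.381 in the squamous FHBT-5 and −0.368 in FHBT-6.
By camera, the mesenchymal list was higher in sarcomatoid than squamous regions (adjusted p = 0.0145), but not with an estimated correlation (adjusted p = 0.692 with an estimated correlation). Its call was lost without FHBT-6 (median 0.10, adjusted p = 0.616) or FHBT-4b (median 0.27, adjusted p = 0.163). Fibroblast markers, which overlap with mesenchymal genes, had a median log2 fold change of 0.67 (adjusted p = 0.113 from camera, 0.0467 without FHBT-2 and 0.0266 without FHBT-4a). Against urothelial regions the mesenchymal list had a median of 0.47 (adjusted p = 0.0979 from camera, adjusted p = 0.954 with an estimated correlation). It passed the threshold without FHBT-3, where its median was 0.99, and also without FHBT-1a, FHBT-4a, FHBT-7 or FHBT-8b, where it was 0.51, 0.79, 0.46 and 0.46. VIM had a log2 fold change of −0.61 against urothelial regions (adjusted p = 0.701 from limma), and of 0.072 without FHBT-1b.
Several other lists were lower in sarcomatoid than squamous regions. The basal list had a median log2 fold change of −1.16 (adjusted p = 9.87e-12 from camera, adjusted p = 0.0198 with an estimated correlation), with 1 of 19 genes higher and 6 lower when adjusted over the list alone. The glycolysis and hypoxia list had one of −1.03 (adjusted p = 1.94e-20 from camera, adjusted p = 0.0151 with an estimated correlation), with 14 of 24 lower when adjusted over the list alone. In it, hexokinase HK2 was at −1.90 and NDRG1, a hypoxia-responsive gene, at −1.69. Skeletal muscle scores were lower too, from −0.6105 (FHBT-2) to −0.235 (FHBT-4a) in sarcomatoid regions against 0.0137 and 0.9185 in the squamous FHBT-5 and FHBT-6. Macrophage, endothelial, fibroblast and adipocyte scores overlapped between these regions. A link between muscle and the glycolysis and hypoxia list was not tested. Squamous differentiation genes had a median of −2.46 (adjusted p = 2.48e-15 from camera, adjusted p = 0.110 with an estimated correlation), with 1 of 22 lower when adjusted over the list alone. Cholesterol synthesis genes had a median of −0.99 (adjusted p = 2.13e-11 from camera, adjusted p = 0.132 with an estimated correlation), with 8 of 21 lower when adjusted over the list alone. Their median ran from −1.01 without FHBT-4a to −0.62 without FHBT-6. For MYC targets the median was −0.31 and for E2F targets −0.34 (adjusted p = 2.18e-06 and 1.68e-04 from camera, adjusted p = 0.537 and 0.599 with an estimated correlation). Both calls were lost without FHBT-6 (adjusted p = 0.296 and 0.372).
Single genes did not pass the test between sarcomatoid and squamous regions. limma called 0 of 15194 genes between the 4 sarcomatoid and 2 squamous regions, with 780 at an unadjusted p under 0.05, and it called 5 without FHBT-5 and 1 without FHBT-6. Against the 3 urothelial regions, 284 genes were higher and 46 lower in sarcomatoid regions. KRT5 had a log2 fold change of 6.77 (standard error 0.83, adjusted p = 0.00259 from limma). Of 19 basal genes 14 were higher (16 when adjusted over the list alone), with adjusted p = 6.63e-37 from camera, adjusted p = 2.26e-07 with an estimated correlation. Of 34 luminal genes 11 were higher (18 when adjusted over the list alone), with adjusted p = 1.40e-16 from camera, adjusted p = 7.69e-07 with an estimated correlation. Of 24 glycolysis and hypoxia genes 7 were lower (17 when adjusted over the list alone), PGK1 at a log2 fold change of −1.58, with adjusted p = 3.51e-21 from camera, adjusted p = 0.00440 with an estimated correlation. Of 32 MYC targets 3 were lower (14 when adjusted over the list alone), HSPD1 at −0.96, with adjusted p = 7.89e-16 from camera, adjusted p = 0.0863 with an estimated correlation. The count of 330 was 96 without FHBT-1a and 202 without FHBT-2, and 0 with FHBT-4a counted as urothelial, a setting chosen after seeing the data.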

Gene set enrichment analysis (GSEA) was used to compare these tumor histologies in a pairwise manner and revealed the enrichment of genes associated with epithelial-to-mesenchymal transition in sarcomatoid carcinoma, as expected from prior molecular analyses of human tumors^13^ (Fig. 2h). We further confirmed the relevance of our FHBT models by projecting their RNA expression patterns onto principle component analysis plots of tumors from the TCGA-BLCA cohort (Fig. 2i) and established *N*-butyl-*N*-(4-hydroxybutyl)-nitrosamine (BBN)-induced mouse bladder cancer models^15^ (Extended Data Fig. 7b) to show that they occupy overlapping space on the basis of histologic classification, indicating that the transcriptional features with the greatest variance between tumor subtypes are also conserved with FHBT models.

**Fig. 2:**
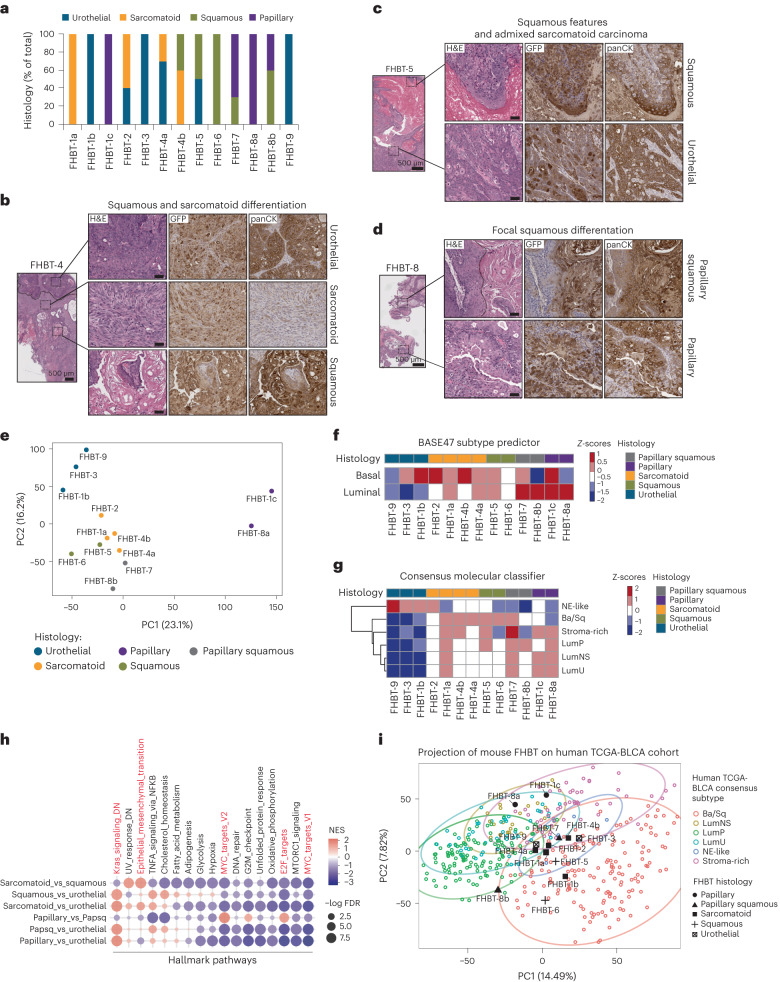
Rapid generation of a series of clinically relevant and phenotypically diverse bladder cancer models. **a**, Bar graph showing the representation of cancer histologies present across a series of FHBTs generated using mBU transformed with BU-LVP. **b**–**d**, Low-magnification and high-magnification images of H&E-stained sections and high-magnification images of immunohistochemically stained sections for GFP and panCK expression depicting high-grade urothelial carcinomas with mixed histologies present within the same tumor. Scale bars, 50 µm. Each FHBT model is a unique tumor that is the result of an independent experiment. **e**, PCA plot showing FHBT series color-coded on the basis of histology. Heatmaps showing the histologies of the FHBT series relative to basal and luminal signature scores for the BASE47 subtype predictor (**f**) and signature scores for the Consensus Molecular Classifier (**g**) assigned to neuroendocrine-like (NE-like), basal and/or squamous (Ba/Sq), stroma-rich, luminal papillary (LumP), luminal non-specified (LumNS) and luminal unstable (LumU) subtypes. **h**, Pre-ranked GSEA dotplot of hallmark pathways based on differentially expressed genes (false discovery rate < 0.001) in pairwise histology comparisons. **i**, PCA projection plot of FHBT samples over the TCGA-BLCA samples color-coded by Consensus Molecular Classification (Ba/Sq, LumNS, LumP, LumU, NE-like or stroma-rich) with 90% confidence ellipses shown.

mPE cells transduced with PE-LVP and engrafted in mice (Extended Data Fig. 8a) also gave rise to mixed cancer morphologies. One tumor showed high-grade prostate adenocarcinoma with focal pleomorphic giant cells (Extended Data Fig. 8b), a rare histologic subtype associated with poor prognosis^16^ that may contribute to therapeutic resistance and lethality^17^. Immunostaining revealed HOXB13 and AR expression in both histologies with pronounced nuclear TP53 expression in the pleomorphic giant cells (Extended Data Fig. 8b). We isolated large (pleomorphic giant cell carcinoma) and small (adenocarcinoma) cells from dissociated tumors using a flow cytometry-based strategy, propagated these cells briefly (one passage) in organoid cultures, then dissociated the cells and stained with the nuclear dye Hoechst 33342 to further isolate cells on the basis of DNA content for downstream single-cell lentiviral barcode enumeration (Extended Data Fig. 8c). This single-cell clonality analysis revealed striking enrichment of sh*Kmt2c* in the putative pleomorphic giant cell clones (Extended Data Fig. 8d). Recent studies have established that KMT2C mediates the DNA damage response in cancer^18,19^, and DNA damage repair alterations are common in human prostate adenocarcinoma with pleomorphic giant cell features^20^.

In summary, we describe a set of technologies that form a functional in vivo cancer genomics assay with efficient delivery of compound genetic perturbations from barcoded lentiviral libraries and single-cell sequencing to rapidly investigate genotype–phenotype relationships in cancer initiation and progression using primary epithelial cells. We leveraged this strategy to develop a series of mouse bladder cancers that recapitulate the phenotypic diversity of human bladder cancer and a mouse prostate cancer with pleomorphic giant cell carcinoma, representing cancer subtypes that have not previously been modeled in a genetically defined fashion. Importantly, single-cell lentiviral barcode deconvolution associated mutant active *Fgfr3* with the luminal papillary differentiation of urothelial carcinoma and the loss of *Kmt2c* with pleomorphic giant cell carcinoma in prostate cancer. These initial studies provide proof of principle that this approach can be deployed to investigate higher-order genetic interactions to explore complex genotype-to-phenotype relationships in cancer.

## Methods

### Lentiviral constructs and lentiviral library production

Double-barcoded lentiviral vectors were generated from the parental vector FU-CGW^21^ by sequentially inserting matched ten-nucleotide barcodes into the PacI site distal to the HIV FLAP using the Quick Ligation Kit (New England Biolabs) and PCR amplification of the WPRE sequence and barcode with insertion into the ClaI sites proximal to the 3′ LTR by HiFi DNA Assembly (New England Biolabs). ORFs were cloned into the EcoRI site of the double-barcoded lentiviral vectors by HiFi DNA Assembly. To generate shRNA lentiviral vectors, the ubiquitin C promoter sequence was excised from the double-barcoded plasmid by digesting with PspXI and EcoRI. U6 promoter and shRNA cassettes were isolated by digesting pLKO.1 TRC shRNA clones with PspXI and EcoRI and were inserted into the digested double-barcoded plasmid using the Quick Ligation Kit. Individual lentiviruses were generated in arrayed format in 293T cells (CRL-11268, ATCC) by co-transfection of each double-barcoded lentiviral ORF or shRNA plasmid with the helper plasmids pVSV-G, pMDL and pRev using FuGENE HD Transfection Reagent (Promega). Lentiviral supernatants were collected 36 h after transfection, pooled and concentrated by ultracentrifugation in V-bottom polypropylene centrifuge tubes on a SW 32 Ti in an Optima XE 90 (Beckman Coulter) at 82,520*g* at 4 °C for 2 h. Supernatants were aspirated, and lentiviral pellets were resuspended in residual media and cryopreserved.

### shRNA screening

The top three to five shRNA sequences identified from The RNAi Consortium for each target gene were identified from the Genetic Perturbation Platform Web Portal at the Broad Institute. shRNA sequences were cloned into pLKO.1. pLKO.1-TRC control and pLKO.1-shRNA lentiviruses were generated and used to transduce 3T3 cells (gift from V. Vasioukhin, Fred Hutchinson Cancer Center). Seventy-two hours after lentiviral transduction, 3T3 cells were collected, and RNA was collected using an RNeasy Mini Kit (Qiagen). Reverse transcription of RNA was performed using SuperScript IV Reverse Transcriptase (Invitrogen) as per the manufacturer’s instructions. qPCR was performed on a QuantStudio 6 using SYBR Green qPCR Master Mix (ThermoFisher Scientific), and primers specific to each target gene and *Ubc* as a control. All primers used for these studies are listed in Supplementary Table 3. Relative expression was calculated using ddCT analysis.

### Embryonic bladder mesenchyme and urogenital sinus mesenchyme preparation

All animal care and studies were performed in accordance with an approved Fred Hutchinson Cancer Center Institutional Animal Care and Use Committee (IACUC) protocol (PROTO000051048) and Comparative Medicine regulations. All animals were housed in an Association for Assessment and Accreditation of Laboratory Animal Care (AALAC)-accredited facility and subjected to a 12-h light/dark cycle with the temperature maintained between 18 °C and 24 °C and 40–60% humidity. UGSM was isolated and propagated as previously described^21^. E16 fetal bladders were also collected at the same time as the urogenital sinus and subjected to similar steps for preparation of EBLM. UGSM and EBLM were passaged less than five times before use in engraftment studies.

### Mouse bladder and prostate dissociation and organoid culture

Bladder and prostates from 8- to 12-week-old male C57BL/6 mice (The Jackson Laboratory) were dissected and mechanically and enzymatically dissociated as previously described^21^. Cells were stained with antibodies for FACS on a Sony SH800 Cell Sorter with collection of Lin^−^CD49f^high^EpCAM^high^ cells. Between 1 × 10^4^ and 2 × 10^4^ bladder urothelial and prostate epithelial cells were resuspended in a total of 15 µl of growth factor-reduced Matrigel (Corning) with or without concentrated lentivirus and seeded as droplets in each 48-well tissue culture plate well. Cells were cultured as previously described^22^. Mouse bladder organoid culture media consisted of Advanced DMEM-F12, 10 mM HEPES, 2 mM GlutaMAX, B27 supplement, 1.25 mM N-acetylcysteine, 50 ng ml^−1^ hEGF, 100 ng ml^−1^ hNoggin and 500 ng ml^−1^ hR-spondin, 200 nM A83-01 and 10 µM Y-27632. Mouse prostate organoid culture media consisted of mouse bladder organoid culture media with the addition of 1 nM dihydrotestosterone.

### Organoid transformation assay

After 5–7 days of culture, transduced mouse bladder urothelial or prostate epithelial organoids were liberated by dissociating the Matrigel matrix with 5 U ml^−1^ dispase (STEMCELL Technologies). Organoids were washed with PBS and resuspended in ice-cold Matrigel with either 10^5^ EBLM or UGSM and subcutaneously injected into the flanks of 6- to 8-week-old male NSG (NOD-SCID-IL2Ry-null) mice (The Jackson Laboratory). For prostate epithelial transformation studies, mice were supplemented with testosterone through the subcutaneous implantation of 90-day release testosterone pellets (Innovative Research of America). Tumors were collected when they reached 1 cm in maximal diameter. The maximum tumor size permitted by the Fred Hutchinson Cancer Center IACUC is 2 cm in diameter, which was not exceeded during these studies.

### Copy number assay

DNA was extracted from organoids using a GeneJET Genomic DNA Purification Kit (ThermoFisher Scientific). Copy number analysis was performed by TaqMan Real-Time PCR Assay (ThermoFisher Scientific) using the TaqMan Copy Number Reference Assay, mouse, Tfrc (4458366) and EGFP TaqMan Copy Number Assay (Mr00660654_cn) on a QuantStudio 6. Genomic DNA extracted from the tails of transgenic C57BL/6 mice with one or two copies of GFP was used as a calibrator sample. GFP copy number was determined using ddCT analysis, where sample copy number = calibrator copy number × 2^−ddCT^.

### Single-cell DNA amplicon sequencing library preparation and sequencing

A custom panel was designed for the Mission Bio Tapestri to amplify segments of ten mouse genes at two exons each, the 5′ and 3′ lentiviral barcodes and lentiviral GFP. Libraries were generated either from cryopreserved or freshly dissociated tumor cells using the Mission Bio Tapestri Single-cell DNA Custom Kit according to the manufacturer’s recommendations. Single cells (3,000 to 4,000 cells per μl) were resuspended in Tapestri cell buffer and encapsulated using a Tapestri microfluidics cartridge, lysed and barcoded. Barcoded samples were subjected to targeted PCR amplification, and PCR products were removed from individual droplets, purified with KAPA Pure Beads (Roche Molecular Systems) and used as a template for PCR to incorporate Illumina P7 indices. PCR products were purified by KAPA Pure Beads and quantified by Qubit dsDNA High Sensitivity Assay (ThermoFisher Scientific). Sample quality was assessed by Agilent TapeStation analysis. Libraries were pooled and sequenced on an Illumina MiSeq or HiSeq 2500 with 150 bp paired-end reads in the Fred Hutchinson Cancer Center Genomics Shared Resource.

### Laser capture microdissection and DNA and RNA isolation for high-throughput sequencing

Sections 10 µm thick were cut from formalin-fixed paraffin-embedded (FFPE) tumor tissue blocks and mounted onto PEN Membrane Frame Slides (ThermoFisher Scientific). Sections were fixed with 95% ethanol for 1 min, stained with 3% cresyl violet and dehydrated through graded alcohols and xylene. Histology review and annotation were performed by a pathologist. Laser capture microdissection was performed on an Arcturus XT Laser Capture Microdissection System (ThermoFisher Scientific). Microdissected specimens were collected for DNA and RNA extraction. DNA was extracted using a GeneRead DNA FFPE Kit (Qiagen), and RNA was extracted using an RNeasy FFPE Kit (Qiagen) according to the manufacturer’s protocols. Two-step PCR for lentiviral barcode amplification and sequencing library adaptor ligation was performed. The first PCR reaction consisted of 2x KAPA HiFi HotStart ReadyMix, 100 nM of 1° FWD primer (5′- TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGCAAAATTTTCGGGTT TATTACAGG-3′), 100 nM of 1° REV primer (5′- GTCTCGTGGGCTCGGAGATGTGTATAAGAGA CAGGCCGCTCGAGGACTATTAAG-3′) and 80 ng of genomic DNA. Thermal cycling conditions were 95 °C for 3 min; (95 °C for 30 s, 64 °C for 30 s, 72 °C for 30 s) × 25 cycles; 72 °C for 5 min; and hold at 4 °C. PCR cleanup was conducted using the Wizard SV Gel and PCR Clean-Up System (Promega), with elution in 30 µl of double distilled water. The second PCR reaction consisted of 2x KAPA HiFi HotStart ReadyMix, 140 nM of 2° i7 primer, 140 nM of 2° i5 primer and 5 µl of elution from the PCR cleanup of the 1° PCR. Thermal cycling conditions were 95 °C for 3 min, (95 °C for 30 s, 61 °C for 30 s, 72 °C for 30 s) × 8 cycles; 72 °C for 5 min; and hold at 4 °C. The sequences of 2° primers used to incorporate dual-indexed Illumina sequencing adaptors are displayed in Supplementary Table 4. PCR cleanup was conducted using the Wizard SV Gel and PCR Clean-Up System, with elution in 30 µl of double distilled water. Sample quality was assessed by Agilent TapeStation analysis. Sequencing was performed on an Illumina MiSeq or HiSeq 2500 instrument using 150 bp single-end reads. PhiX sequences were excluded from the sequencing reads by Bowtie 2 v2.4.4 (ref. ^23^). Cutadapt v4.1 (ref. ^24^) was used to trim the reads to the barcode region. Then the trimmed reads were aligned to custom DNA references containing all barcodes using Bowtie 2. Samtools v1.11 (ref. ^25^) was used to extract read counts for each barcode. The RNA-seq libraries were prepared using a SMARTer Stranded Total RNA-Seq Kit v3 - Pico Input Mammalian (Takara Bio) and sequenced on an Illumina NovaSeq 6000 using a NovaSeq S4 flow cell with 100 bp paired-end reads by MedGenome. Sequencing reads were mapped to mouse genome reference GRCm39, and gene expression was quantified and normalized using the UC Santa Cruz Computational Genomics Lab Toil RNA-seq pipeline v4.1.2 (ref. ^26^).

### Transcriptional subtype analysis and PCA projections

All computational analyses were carried out in RStudio v4.1.0. Mouse Ensembl genes were converted to Mouse Genome Informatics (MGI) gene symbols using the biomaRt package v2.24.1 (https://bioconductor.org/packages/release/bioc/html/biomaRt.html). MGI gene symbols were then converted to their human orthologs by referencing the mouse–human ortholog database available from The Jackson Laboratory (http://www.informatics.jax.org/downloads/reports/HOM_MouseHumanSequence.rpt). The human ortholog matrix was used for downstream analysis in transcriptional subtype analysis. FHBT samples were classified using the BASE47 subtype predictor gene list and the ConsensusMIBC package v1.1 (https://github.com/cit-bioinfo/consensusMIBC). *Z*-score means of genes and signature scores were calculated for each sample. Heatmaps of both the BASE47 and ConsensusMIBC results were generated using the pheatmap package v1.0.12 (https://www.rdocumentation.org/packages/pheatmap/versions/1.0.12/topics/pheatmap). For PCA analysis, the FPKM human ortholog matrix was normalized by log_2_ + 1 transformation before performing mean-centered PCA using the prcomp package v3.6.2 (https://www.rdocumentation.org/packages/stats/versions/3.6.2/topics/prcomp). Visualization of the PCA plot was performed using the factoextra package v1.0.7 (https://cran.r-project.org/web/packages/factoextra/index.html) and ggpubr package v0.6.0 (https://www.rdocumentation.org/packages/ggpubr/versions/0.6.0).

For PCA projections, RNA-seq count data from the FHBT, GSE220999 and TCGA-BLCA datasets were transformed to counts per million, normalized and batch corrected using ComBat-seq^27^ to compare across each dataset using the DGEobj.utils package v1.0.6 (https://rdrr.io/cran/DGEobj.utils). PCA projection of the FHBT data onto the TCGA-BLCA space was done by first generating a PCA of the TCGA-BLCA samples from the common genes between the FHBT and GSE220999 data. A PCA for both the FHBT and GSE220999 samples was then scaled by the eigenvalues of the TCGA-BLCA using the base package v3.6.2 (https://www.rdocumentation.org/packages/base/versions/3.6.2/topics/scale). A plot was constructed overlaying the reference TCGA-BLCA samples with either FHBT or GSE220999 tumor projections using ggplot2 v3.4.1 (https://cran.r-project.org/web/packages/ggplot2/index.html). TCGA-BLCA samples were colored by their Consensus Molecular Classifier subtype. Differential gene expression analysis was performed pairwise between FHBT histologies using the DESeq2 package v1.38.3 (ref. ^28^). 

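Between the histologies taken pairwise, genes of the basal, luminal and squamous differentiation lists were among those that differed between urothelial regions and squamous, papillary squamous and papillary regions. In squamous regions, 313 genes were higher and 22 lower than in urothelial regions by limma. With FHBT-4a counted as urothelial, a setting chosen after seeing the data, 0 were higher and 0 lower. KRT14, a basal keratin, was at 1728 ± 53.3 FPKM (SD, n = 2) against 6.37 ± 6.91 FPKM (SD, n = 3), a log2 fold change of 8.16 (standard error 0.73, adjusted p = 6.11e-04 from limma). Of 22 squamous differentiation genes 12 were higher (21 when adjusted over the list alone), with adjusted p = 1.30e-32 from camera, adjusted p = 0.00224 with an estimated correlation. Of 19 basal genes 14 were higher (16 when adjusted over the list alone), with adjusted p = 1.11e-53 from camera, adjusted p = 9.25e-11 with an estimated correlation. SLC38A1, an amino acid transporter, was lower by a log2 fold change of −2.46 (adjusted p = 0.00520 from limma, and 0.0611 without FHBT-6).
In papillary squamous regions, 648 genes were higher and 195 lower than in urothelial regions. These became 5 higher and 5 lower with FHBT-4a counted as urothelial, the setting chosen after seeing the data. Of 34 luminal genes 17 were higher (21 when adjusted over the list alone), with adjusted p = 9.80e-22 from camera, adjusted p = 1.17e-08 with an estimated correlation. Of 22 squamous differentiation genes 11 were higher (19 when adjusted over the list alone), with adjusted p = 2.80e-19 from camera, adjusted p = 0.0355 with an estimated correlation. Of 32 MYC targets 14 were lower (27 when adjusted over the list alone), among them GNL3 and HSPD1 at log2 fold changes of −1.68 and −1.50, with adjusted p = 2.28e-22 from camera, adjusted p = 0.0338 with an estimated correlation. Of 46 E2F targets 4 were lower (13 when adjusted over the list alone), with adjusted p = 4.59e-11 from camera, adjusted p = 0.325 with an estimated correlation.
In papillary regions, 2547 genes were higher and 326 lower than in urothelial regions, around a median log2 fold change of 0.33 over all genes. With median-of-ratios scaling the split was 2064 higher to 829 lower (median 0.13), with quantile normalization 544 higher to 318 lower (median −0.068) and, in a setting chosen after seeing the data, with the signal of unrelated tissue genes subtracted 837 higher to 273 lower (median 0.036). Both papillary regions carry that low-level signal. UPK3A, a uroplakin, was at 78.5 ± 5.78 FPKM (SD, n = 2) against 0.0867 ± 0.150 FPKM (SD, n = 3), a log2 fold change of 6.42 (standard error 0.77, adjusted p = 1.82e-04 from limma). Of 34 luminal genes 20 were higher (22 when adjusted over the list alone), with adjusted p = 6.66e-09 from camera, adjusted p = 0.00232 with an estimated correlation. Of 32 MYC targets 14 were lower (20 when adjusted over the list alone), with adjusted p = 9.21e-13 from camera, adjusted p = 0.258 with an estimated correlation. Of 24 glycolysis and hypoxia genes 13 were lower (18 when adjusted over the list alone), with adjusted p = 1.22e-13 from camera, adjusted p = 0.0642 with an estimated correlation. Among the last, GAPDH, whose many pseudogenes share sequence with it, had a log2 fold change of −1.45.
Papillary regions had 1352 genes higher and 117 lower than papillary squamous regions, around a median log2 fold change of 0.27. The split was 148 higher to 60 lower with quantile normalization (median 0.022) and 218 higher to 79 lower with the low-level signal of the papillary regions subtracted (median 0.026). KRT10, a keratin of differentiating squamous cells on chromosome 11 of GRCm39 from 99276072 to 99280195, was at 19.8 ± 16.0 FPKM (SD, n = 2) against 2719.7 ± 2942 FPKM (SD, n = 2), a log2 fold change of −7.29 (standard error 1.24, adjusted p = 0.00253 from limma). Of 22 squamous differentiation genes 8 were lower (10 when adjusted over the list alone), with adjusted p = 1.02e-11 from camera, adjusted p = 0.357 with an estimated correlation. Of 19 basal genes 6 were lower (8 when adjusted over the list alone), with adjusted p = 4.42e-09 from camera, adjusted p = 0.132 with an estimated correlation. For papillary against papillary squamous regions, the 1469 calls became 0 without FHBT-8a, 20 without FHBT-1c and 752 without FHBT-8b, and the adjusted p of KRT10 became 0.143, 0.0590 and 0.0971.
The other counts rested on single regions too. For papillary against urothelial regions, the 2873 calls became 232 without FHBT-1c and 916 without FHBT-8a. For papillary squamous regions the 843 became 112 without FHBT-8b and 546 without FHBT-7, and for squamous regions the 335 became 103 without FHBT-6 and 191 without FHBT-5. At an adjusted p under 0.001, 748, 37 and 16 genes differed in papillary, papillary squamous and squamous regions from urothelial regions.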

*P* values were generated via the Wald test and *P*-adjusted using the Benjamini–Hochberg correction. Pre-ranked GSEA (Broad Institute) was conducted by inputting a ranked list of differentially expressed genes based on log_10_-transformed *P* values from the DESeq2 analysis for each pairwise comparison. Dot plots were generated by plotting the normalized enrichment score and log-transformed false discovery rate for each pre-ranked GSEA output using ggplot2.

### Single-cell lentiviral barcode enumeration and clonality analysis

Raw sequencing reads were trimmed to the amplicon regions using the awk command. Barcode sequences in the reads were filtered and extracted using UMI-tools v1.0.0 (ref. ^29^). Processed reads were aligned to custom references containing all amplicon sequences using bwa-mem v0.7.17-r1188 (ref. ^30^). Samtools was used to extract amplicon counts for each barcode. Mouse cells with no GFP amplicon counts were removed. Counts per cell were normalized to total counts for each barcode. A minimum threshold normalized count of 1% of total counts was used to define the presence of a barcode in a cell. The clonal architecture of cells was determined by enumerating all cells containing each distinct combination of barcodes.

### Immunohistochemistry

Tumor samples were formalin-fixed and paraffin-embedded, sectioned to a 5-µm thickness and placed on positively charged glass slides. For each tumor, slides were stained with a standard hematoxylin and eosin protocol. Immunohistochemical staining was performed according to an established protocol^31^. Stained slides were digitally scanned on a VENTANA DP 200 (Roche) and analyzed using QuPath 0.2.3 (ref. ^32^).

### Antibodies

Antibodies used for FACS: Human/mouse/bovine integrin alpha 6/CD49f PE-conjugated antibody (FAB13501P, R&D Systems, 1:40); PE/Cyanine7 anti-mouse CD326 (Ep-CAM) antibody (118216, BioLegend, 1:40); CD31 (PECAM-1) monoclonal antibody (390), FITC (11-0311-82, eBioscience, 1:100); CD45 monoclonal antibody (30-F11), FITC (11-0451-85, eBioscience, 1:100); TER-119 monoclonal antibody (TER-119), FITC (11-5921-82, eBioscience, 1:100). Antibodies used for immunohistochemistry: Anti-wide spectrum Cytokeratin antibody (ab9377, Abcam, 1:100); rabbit monoclonal GFP antibody (clone D5.1, Cell Signaling, 1:100); rabbit polyclonal p63 antibody (12143-1-AP, Proteintech, 1:200); mouse monoclonal p53 antibody (clone 1C12, Cell Signaling, 1:500); rabbit monoclonal HOXB13 antibody (clone D7N8O, Cell Signaling, 1:50); rabbit polyclonal AR antibody (06-680, Millipore, 1:2,000); rabbit monoclonal GATA3 antibody (clone D13C9, Cell Signaling, 1:200); rabbit monoclonal CD44 antibody (clone E7K2Y, Cell Signaling, 1:100).

### Statistical analyses

Data analysis was performed on GraphPad Prism 9 (GraphPad Software). qPCR results were analyzed in Excel. Statistical significance was determined using the unpaired two-tailed Student’s *t*-test. Results are depicted as mean + s.d. unless stated otherwise. For all statistical tests, *P* values of <0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-024-01674-1.

### Supplementary information

Supplementary Information Supplementary Tables 1–4.

Reporting Summary

Peer Review File

## Data Availability

Sequencing data pertaining to this study are available from the Gene Expression Omnibus (GEO) as SuperSeries GSE229783. RNA-seq data from FHBT models are available from accession number GSE229780. Bulk DNA amplicon sequencing data from lentiviral library representation studies and from FHBT models are available from accession numbers GSE231542 and GSE229781, respectively. Single-cell DNA amplicon sequencing data related to determining the unique proviral copies per cell after lentiviral transduction across a range of MOIs are available from accession number GSE231543. Single-cell DNA amplicon sequencing data from FHBT models and enriched cells from the tumor model with prostate adenocarcinoma and focal pleomorphic giant cell carcinoma are available from accession number GSE229782.

# Supplementary material for: A combinatorial genetic strategy for exploring complex genotype–phenotype associations in cancer
**Source:** Nat Genet. 2024 Feb 29;56(3):371–6. doi: 10.1038/s41588-024-01674-1
**Supplement:** Supplementary file 1 — Supplementary Tables 1–4.

# A combinatorial genetic strategy for exploring complex genotype–phenotype associations in cancer

---

In the format provided by the  
authors and unedited

**Supplementary Table 1. Summary of barcoded lentiviral ORF and shRNA constructs.**

| <b>Barcode<br/>(BC) #</b> | <b>Barcode<br/>sequence</b> | <b>Encoded<br/>gene</b> | <b>TRC shRNA clone<br/>ID</b> |
|---------------------------|-----------------------------|-------------------------|-------------------------------|
| 1                         | GCAGATTGTA                  | <i>Yap1</i>             | -                             |
| 2                         | CAACGTTCGAC                 | ORF control             | -                             |
| 3                         | TGTTGATTCA                  | <i>E2f3</i>             | -                             |
| 4                         | TCGCACACAC                  | <i>Pparg</i>            | -                             |
| 5                         | TAGTTGGCTT                  | <i>shKdm6a</i>          | TRCN0000331919                |
| 6                         | GGGATCGATC                  | <i>Mdm2</i>             | -                             |
| 7                         | AGCGTGTACA                  | <i>Ccnd1</i>            | -                             |
| 8                         | TCGTCCTTGA                  | <i>shStag2</i>          | TRCN0000295340                |
| 9                         | GAGTCATGTC                  | <i>shNcor1</i>          | TRCN0000350169                |
| 10                        | GGCCATTTCAG                 | <i>Pvrl4</i>            | -                             |
| 11                        | ATCTACTCGC                  | <i>Ywhaz</i>            | -                             |
| 12                        | CAAACCTACGT                 | <i>shKmt2d</i>          | TRCN0000239233                |
| 13                        | ACGATATTAG                  | <i>shRb1</i>            | TRCN0000235830                |
| 14                        | CAAACAATGA                  | <i>shCrebbp</i>         | TRCN0000012725                |
| 15                        | TCGGGACAGA                  | <i>shEp300</i>          | TRCN0000071207                |
| 16                        | ACCGTTAGAG                  | <i>Ccne1</i>            | -                             |
| 18                        | ACCCACATGC                  | <i>shSptan1</i>         | TRCN0000090595                |
| 20                        | CTTTGACTAT                  | <i>Zfp703</i>           | -                             |
| 22                        | GGTCAAATCG                  | <i>Fgfr3</i> S243C      | -                             |
| 23                        | CCCAAATGAT                  | <i>shAtm</i>            | TRCN0000360328                |
| 24                        | AGGCCTATCG                  | <i>Myc</i>              | -                             |
| 25                        | AGACTCGATG                  | <i>ErbB2</i> S311Y      | -                             |
| 26                        | CTATGCGTCC                  | <i>shKmt2a</i>          | TRCN0000034426                |
| 27                        | TCGTACGGTT                  | <i>shKmt2c</i>          | TRCN0000238934                |
| 28                        | GCTGGGAGTA                  | <i>shPten</i>           | TRCN0000355842                |
| 29                        | GAGTTCTCTA                  | <i>Egfr</i>             | -                             |
| 30                        | CCTATGAGTT                  | <i>shCdkn2a</i>         | TRCN0000231227                |
| 31                        | CCAATCTGGG                  | <i>shArid1a</i>         | TRCN0000071396                |
| 32                        | GAACCTGAAC                  | TRC control             | -                             |
| 33                        | TGCATCGTTT                  | <i>ErbB3</i> V104L      | -                             |
| 34                        | GAAATACCTG                  | <i>Pik3ca</i> E545K     | -                             |
| 35                        | TTTGTTAGGT                  | <i>shSpen</i>           | TRCN0000226288                |
| 36                        | AAACCATACT                  | <i>shBrca2</i>          | TRCN0000349771                |
| 37                        | AACGTGTCGT                  | <i>shTtn</i>            | TRCN0000362964                |
| 38                        | CGCATAAGCA                  | <i>shCdk12</i>          | TRCN0000361778                |
| 39                        | GGTCGCAATT                  | <i>shChd1</i>           | TRCN0000096526                |
| 40                        | GGTGGAACCTG                 | <i>shCdkn1b</i>         | TRCN0000294885                |
| 41                        | TGGGTCAGCA                  | <i>shApc</i>            | TRCN0000244294                |
| 43                        | ATGCTGTAGG                  | <i>Prex2</i>            | -                             |
| 44                        | TTAAGCGCCT                  | <i>Rspo2</i>            | -                             |
| 45                        | ATCGGTTTAC                  | <i>Foxa1</i> R261C      | -                             |
| 46                        | CATGTGGACC                  | <i>Spop</i> F133C       | -                             |
| 47                        | TGCATGTCCT                  | <i>Ctnnb</i> D32A       | -                             |
| 48                        | CATTACCAAG                  | <i>Erg</i>              | -                             |

|    |            |                    |                |
|----|------------|--------------------|----------------|
| 49 | GGTCACCACA | <i>Ar</i>          | -              |
| 51 | ATAGAAACTC | <i>Etv1</i>        | -              |
| 52 | AAATGGGTAT | <i>Braf</i> G469A  | -              |
| 54 | CATGTCAGTC | sh <i>Zfx3</i>     | TRCN0000075411 |
| 59 | GCGTGGTTCT | <i>Trp53</i> R245Q | -              |

**Supplementary Table 2. Efficiency of tumor initiation and tumor latency associated with the organoid transformation assay.**

| <i>Tissue</i>   | <i>Number of mice inoculated</i> | <i>Tumor incidence (%)</i> | <i>Average time to 1 cm tumor diameter (months)</i> |
|-----------------|----------------------------------|----------------------------|-----------------------------------------------------|
| <i>Bladder</i>  | 20                               | 80%                        | 4.2                                                 |
| <i>Prostate</i> | 47                               | 38%                        | 8.9                                                 |

**Supplementary Table 3. Primers used for qPCR studies to quantify relative expression of target genes.**

| <b>Target gene</b> | <b>Primer 1 (5' - 3')</b> | <b>Primer 2 (5' - 3')</b>  |
|--------------------|---------------------------|----------------------------|
| <i>Kdm6a</i>       | ACCTAGTCCTCAGATCATACCA    | GCTACTATTAGACAGGCCGTT      |
| <i>Stag2</i>       | GGCAGATAAATTTAACCGGCTTC   | GCATTATGAAAAGCAGTGATCCTC   |
| <i>Ncor1</i>       | ATCCAGCTATGCCCTTTTAC      | TGTCTGCCTTGTATTCTCCATT     |
| <i>Kmt2d</i>       | TCAGTGCTATCACCCGTACT      | CACCTCACACACGATACACTC      |
| <i>Rb1</i>         | CCTCAGCCTTCCATACTCAG      | CGGAGATATGCTAGACGGTACA     |
| <i>Crebbp</i>      | TCACAATCAACATCTCCTTCCC    | TGTCGATAGAGTGCTTCTAGAGT    |
| <i>Ep300</i>       | CTCAGAAACTGTATGCCACCA     | GCATCTCTACCGTCCATCAG       |
| <i>Sptan1</i>      | GGAGGTGTATGGTGCGATG       | TTGATGGAGTTGAAGGTAGCC      |
| <i>Atm</i>         | GTCACAAAGAACCATGCTTGC     | CACCTTCGCAACCTCAAGA        |
| <i>Kmt2a</i>       | GAAGATGCCTGGAAGTCACT      | TGCTCAATCAGAAACACAACG      |
| <i>Kmt2c</i>       | AGAAGGATGAAGAGGAAAAGCA    | GGTGGTGTAGGAGGAAGAGAG      |
| <i>Pten</i>        | CACTGCTGTTTCACAAGATGATG   | TTCACCTTTAGCTGGCAGAC       |
| <i>Cdkn2a</i>      | GTGCGATATTTGCGTTCCG       | CTCTGCTCTTGGGATTGGC        |
| <i>Arid1a</i>      | CCTCTATCGCTCTATGTGTCT     | GCACTGCTTGATGTACCCA        |
| <i>Spen</i>        | CGACTACTTACCACGACCTTC     | CACACACTAGCGATATCACAGT     |
| <i>Brca2</i>       | GATGCCTAAACCCAGAAAGAGT    | TGTGTCATCCCTCTCCAGTATC     |
| <i>Ttn</i>         | CAATGGATCTGGACAAGCGA      | CACTCTCACTTGGAGTCTCAC      |
| <i>Cdk12</i>       | AACAGACCCTACAGAGTGACT     | TCGACGTTTCTTACTCCACAA      |
| <i>Chd1</i>        | CGCCCAGCTTCATCTAATAGTG    | CATCATTGTGCTTCTTCTCTTG     |
| <i>Cdkn1b</i>      | GAGCAGACGCCCAAGAAG        | GCAGTGATGTATCTAATAAACAAGGA |
| <i>Apc</i>         | AGAATGAAGGTCAAGGAGTGG     | TACTAGAACTCAAAACACTGGCT    |
| <i>Actb</i>        | GATTACTGCTCTGGCTCCTAG     | GACTCATCGTACTCCTGCTTG      |
| <i>Zfx3</i>        | AACAACAAGATCCACCTCCAG     | ACTAGGCATAACCATCTCAGGA     |
| <i>Ubc</i>         | AACATCCAGAAAGAGTCCACC     | CATTCTCTATGGTGTCACTGGG     |
| <i>Yap1</i>        | CCAGACGACTTCTCAACAGTG     | GCATCTCCTTCCAGTGTGCCAA     |
| <i>E2f3</i>        | GTCCAGAAGAGACGGAAACACAC   | GCTGTAGAAACCGAGCAGTCAC     |
| <i>Pparg</i>       | GTAAGTGTGCTTTCAGAAAGTGCC  | ATCTCCGCCAACAGCTTCTCCT     |
| <i>Mdm2</i>        | CCGAGTTTCTCTGTGAAGGAGC    | GTCTGCTCTCACTCAGCGATGT     |
| <i>Ccnd1</i>       | GCAGAAGGAGATTGTGCCATCC    | AGGAAGCGGTCCAGGTAGTTCA     |
| <i>Pvrl4</i>       | CAAATGCCTGAGTGAAGGACAGC   | TAGACGCCACTGTGCTCAGTAG     |
| <i>Ywhaz</i>       | CAGAAGACGGAAGGTGCTGAGA    | CTTTCTGGTTGCGAAGCATTGGG    |
| <i>Zfp703</i>      | GCTCCCTATCAGGGTCTGAAG     | CCAAAGGACTCTTCTTGCGTC      |
| <i>Fgfr3</i>       | ACAGGTGGTCATGGCAGAAGCT    | CTCCATCTCAGATACCAGGTCC     |
| <i>Myc</i>         | TCGCTGCTGTCTCCGAGTCC      | GGTTTGCCTCTTCTCCACAGAC     |
| <i>ErbB2</i>       | GACCTCAGTGTCTTCCAGAACC    | TGCGGTGAATGAGAGCCAATCC     |
| <i>Egfr</i>        | GGACTGTGTCTCTGCCAGAAT     | GGCAGACATTCTGGATGGCACT     |
| <i>ErbB3</i>       | AGGCTCATTGCTTCTCCTGCCA    | GAAAATGGGCGCATCGAGCACA     |
| <i>Pik3ca</i>      | CACCTGAACAGACAAGTAGAGGC   | GCAAAGCATCCATGAAGTCTGGC    |
| <i>Ccne1</i>       | AAGCCCTCTGACCATTGTGTCC    | CTAAGCAGCCAACATCCAGGAC     |
| <i>Foxa1</i>       | GCCTTACTCCTACATCTCGCTC    | CTGCTGGTTCTGGCGGTAATAG     |
| <i>Spop</i>        | GCTGTCCAAAGAGTGAAGTTCGG   | GCACGAACCTATAAGCTCGCTG     |
| <i>Cttnb1</i>      | GTTTCGCTTCATTATGGACTGCC   | ATAGCACCCTGTTCCCGCAAAG     |
| <i>Erg</i>         | GGATGTGACCTCCAAACAGGAC    | CAGACCCATTGAGTTGGCACAC     |
| <i>Ar</i>          | CCTTGGATGGAGAACTACTCCG    | TCCGTAGTGACAGCCAGAAGCT     |

*Etv1*  
*Trp53*

TCCTGGCTCATCCAAGCAGAAC  
TGAAAATGTCTCCTGGCTCAG

CGGTACATTCCAGGCTCTTGCT  
CTAGCATT CAGGCCCTCATC

**Supplementary Table 4. Primers used for 2° PCR to incorporate dual-indexed Illumina sequencing adaptors for bulk amplicon sequencing.**

| <b>Name</b>    | <b>Primer sequence (5' - 3')</b>                            |
|----------------|-------------------------------------------------------------|
| <i>i7_7005</i> | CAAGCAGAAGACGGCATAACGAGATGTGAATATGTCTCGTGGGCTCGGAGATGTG     |
| <i>i7_7006</i> | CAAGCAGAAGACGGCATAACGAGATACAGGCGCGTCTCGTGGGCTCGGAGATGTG     |
| <i>i7_7007</i> | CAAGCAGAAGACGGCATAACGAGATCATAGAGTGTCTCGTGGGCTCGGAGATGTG     |
| <i>i7_7008</i> | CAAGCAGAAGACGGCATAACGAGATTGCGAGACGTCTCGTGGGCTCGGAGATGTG     |
| <i>i7_7015</i> | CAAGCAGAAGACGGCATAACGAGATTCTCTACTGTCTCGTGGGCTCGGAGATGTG     |
| <i>i7_7016</i> | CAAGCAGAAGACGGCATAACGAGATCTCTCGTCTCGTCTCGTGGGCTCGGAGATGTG   |
| <i>i7_7017</i> | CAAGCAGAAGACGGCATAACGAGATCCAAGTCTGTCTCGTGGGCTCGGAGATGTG     |
| <i>i7_7018</i> | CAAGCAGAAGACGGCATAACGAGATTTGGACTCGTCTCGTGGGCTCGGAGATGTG     |
| <i>i7_7023</i> | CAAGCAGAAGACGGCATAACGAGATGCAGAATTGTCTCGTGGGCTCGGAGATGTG     |
| <i>i7_7024</i> | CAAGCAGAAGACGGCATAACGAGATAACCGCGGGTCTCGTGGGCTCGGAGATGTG     |
| <i>i7_7025</i> | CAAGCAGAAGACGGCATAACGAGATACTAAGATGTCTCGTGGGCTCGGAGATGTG     |
| <i>i7_7026</i> | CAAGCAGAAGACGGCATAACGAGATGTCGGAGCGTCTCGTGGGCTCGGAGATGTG     |
| <i>i5_5001</i> | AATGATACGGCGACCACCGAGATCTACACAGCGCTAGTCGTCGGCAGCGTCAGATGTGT |
| <i>i5_5002</i> | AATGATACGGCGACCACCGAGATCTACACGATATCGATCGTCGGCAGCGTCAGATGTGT |
| <i>i5_5007</i> | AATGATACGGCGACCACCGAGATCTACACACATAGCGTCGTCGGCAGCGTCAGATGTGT |
| <i>i5_5008</i> | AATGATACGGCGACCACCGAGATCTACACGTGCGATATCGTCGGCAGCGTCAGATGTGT |
| <i>i5_5009</i> | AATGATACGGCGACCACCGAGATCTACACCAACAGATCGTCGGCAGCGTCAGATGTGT  |
| <i>i5_5010</i> | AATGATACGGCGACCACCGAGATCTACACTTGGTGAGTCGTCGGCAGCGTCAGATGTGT |
| <i>i5_5013</i> | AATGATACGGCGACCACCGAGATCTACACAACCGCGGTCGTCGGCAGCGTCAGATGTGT |
| <i>i5_5014</i> | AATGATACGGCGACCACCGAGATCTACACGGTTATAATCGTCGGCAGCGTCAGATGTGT |

# Supplementary material for: A combinatorial genetic strategy for exploring complex genotype–phenotype associations in cancer
**Source:** Nat Genet. 2024 Feb 29;56(3):371–6. doi: 10.1038/s41588-024-01674-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For functional experiments, each was repeated at least three times independently and results were expressed as mean  $\pm$  SD or mean  $\pm$  SEM.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data pertaining to this study is available from Gene Expression Omnibus (GEO) as SuperSeries GSE229783. RNA-seq data from FHBT models is available from accession number GSE229780. Bulk DNA amplicon sequencing data from lentiviral library representation studies and from FHBT models are available from accession numbers GSE231542 and GSE229781, respectively. Single-cell DNA amplicon sequencing data related to determining the unique proviral copies per cell after lentiviral transduction across a range of MOIs is available from accession number GSE231543. Single-cell DNA amplicon sequencing data from FHBT models and enriched cells from the tumor model with prostate adenocarcinoma and focal pleomorphic giant cell carcinoma is available from accession number GSE229782.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

## Antibodies

### Antibodies used

Antibodies used in this study for FACS:

Human/mouse/bovine integrin alpha 6/CD49f PE-conjugated antibody (FAB13501P, R&D Systems, 1:40);  
PE/Cyanine 7 anti-mouse CD325 (Ep-CAM) antibody (118216, Biolegend, 1:40);  
CD31 (PECAM-1) monoclonal antibody (390), FITC (11-0311-82, eBioscience, 1:100);  
CD45 monoclonal antibody (30-F11), FITC (11-0451-85, eBioscience, 1:100);  
TER-119 monoclonal antibody (TER-119), FITC (11-5921-82, eBioscience, 1:100).

Antibodies used for immunohistochemistry:

Rabbit polyclonal panCK (ab9377, Abcam, 1:100);  
Rabbit monoclonal GFP antibody (clone D5.1, Cell Signaling, 1:100);  
Rabbit polyclonal p63 antibody (12143-1-AP, Proteintech, 1:200);  
Mouse monoclonal p53 antibody (clone 1C12, Cell Signaling, 1:500);  
Rabbit monoclonal HOXB13 antibody (clone D7N8O, Cell Signaling, 1:50);  
Rabbit polyclonal AR antibody (06-680, Millipore, 1:2,000);  
Rabbit monoclonal GATA3 antibody (clone D13C9, Cell Signaling, 1:200);  
Rabbit monoclonal CD44 antibody (clone E7K2Y, Cell Signaling, 1:100).

### Validation

For each antibody, the validation statement has been taken from the manufacturer's website or data sheet and detailed as follows:

Human/mouse/bovine integrin alpha 6/CD49f PE-conjugated antibody (FAB13501P, R&D Systems) - the antibody is validated to detect human, mouse, and bovine Integrin alpha 6/CD49f. Recognizes an epitope in the extracellular domain of the Integrin alpha 6 subunit.

PE/Cyanine 7 anti-mouse CD325 (Ep-CAM) antibody (clone- G8.8, 118216, BioLegend)- validated to be used by flow and is cited in multiple publication can be seen on this website: <https://www.biolegend.com/fr-lu/products/pe-cyanine7-anti-mouse-cd326-ep-cam-antibody-5303>.

CD31 (PECAM-1) monoclonal antibody (390), FITC (11-0311-82, eBioscience) - validated by staining in more than 40 publications found on this website: <https://www.thermofisher.com/antibody/product/CD31-PECAM-1-Antibody-clone-390-Monoclonal/11-0311-82>.

CD45 monoclonal antibody (30-F11), FITC (11-0451-85, eBioscience) - the 30-F11 antibody has been tested by flow cytometric analysis of mouse bone marrow cells. <https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/11-0451-82>

TER-119 monoclonal antibody (TER-119), FITC (11-5921-82, eBioscience) - has been tested by flow cytometric analysis of mouse bone marrow cells. <https://www.thermofisher.com/antibody/product/TER-119-Antibody-clone-TER-119-Monoclonal/17-5921-82>

Rabbit polyclonal panCK (ab9377, Abcam, 1:100) - suitable for: IHC-P, ICC, ICC/IF, Flow Cyt, WB, IHC-Fr. <https://www.abcam.com/products/primary-antibodies/wide-spectrum-cytokeratin-antibody-ab9377.html>

Rabbit monoclonal GFP antibody (clone D5.1, Cell Signaling, 1:100) - validated for WB and IHC. <https://www.cellsignal.com/products/primary-antibodies/gfp-d5-1-rabbit-mab/2956>

Rabbit polyclonal p63 antibody (12143-1-AP, Proteintech, 1:200) - validated for WB, IHC, IP and IF. <https://www.ptglab.com/products/TP63-Antibody-12143-1-AP.htm>

Mouse monoclonal p53 antibody (clone 1C12, Cell Signaling, 1:500) - validated for WB, IHC, flow, and ChIP. <https://www.cellsignal.com/products/primary-antibodies/p53-1c12-mouse-mab/2524>

Rabbit monoclonal HOXB13 anti-body (clone D7N8O, Cell Signaling, 1:50) - Validated for WB, IP, and IHC. <https://www.cellsignal.com/products/primary-antibodies/hoxb13-d7n8o-rabbit-mab/90944>

Rabbit polyclonal AR antibody (06-680, Millipore, 1:2,000) - validated for WB and IHC. [https://www.emdmillipore.com/US/en/product/Anti-Androgen-Receptor-Antibody,MM\\_NF-06-680](https://www.emdmillipore.com/US/en/product/Anti-Androgen-Receptor-Antibody,MM_NF-06-680)

Rabbit monoclonal GATA3 antibody (clone D13C9, Cell Signaling, 1:200) - validated for WB, IHC, ChIP, IF and flow. <https://www.cellsignal.com/products/primary-antibodies/gata-3-d13c9-xp-rabbit-mab/5852>

Rabbit monoclonal CD44 antibody (clone E7K2Y, Cell Signaling, 1:100) - validated for WB and IHC. <https://www.cellsignal.com/products/primary-antibodies/cd44-e7k2y-xp-rabbit-mab/37259>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Cell population abundance

Bladder and prostates from eight- to twelve-week-old male C57BL/6 mice were dissociated into single cells and were stained with antibodies for fluorescence-activated cell sorting on a Sony SH800 Cell Sorter. Bladder urothelial and prostate epithelial cells were sorted and collected based on a Lin(-) CD49f(high) EpCAM(high) immunophenotype. For prostate polymorphic giant cells were analyzed based on forward and side scatter and further staining for nuclear DNA content with Hoechst 33342 dye. Cell population abundance is shown in associated flow plots showing the gating strategy.

## Gating strategy

Stained prostate and bladder epithelial cells were plotted based on side scatter-area (SSC-A) and FITC (lineage markers) and the lineage-negative population was selected for gating by CD49f-PE and EpCAM-APC. The CD49f(high) EpCAM(high) population was sorted for experimental use.

Dissociated cells from mixed prostate adenocarcinoma an pleomorphic giant cell carcinoma tumors were plotted based on forward scatter-height (FSC-H) and forward scatter-area (FSC-A) to select single cells. Single cells were then gated based on high SSC-A and high FSC-A to isolate larger cells. After passage in organoid culture, dissociated and stained tumor cells were plotted based on SSC-A and Hoechst 33342 staining. Tumor cells were sorted based on high and low Hoechst 33342 staining.

The gating strategies for isolating prostate and bladder epithelial cells and the polymorphic giant cells isolation are provided in the Extended Data Figs. 1a, and 8c, respectively.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

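RNA was sequenced from 13 laser-captured regions of 9 tumors, which had grown from lentivirally transduced mouse bladder organoids placed with embryonic mesenchyme under the skin of male immunodeficient mice: 3 urothelial, 4 sarcomatoid, 2 squamous, 2 papillary and 2 papillary squamous regions. Regions were grouped by the deposited histology labels and the paper's figures, and the tumor of each region was taken from the paper.

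The authors quantified the reads with the UCSC Toil RNA-seq pipeline on GRCm39, as the methods state, and deposited 1 table of FPKM, with genes under the symbols of their human orthologs. The submitters' processing notes name hg38. No counts were used here, so the authors' DESeq2 analysis was not repeated. Of the genes of the table, 15966 have a symbol that matches a mouse gene of the GRCm39 annotation, and 0 columns were without a sample. The sums of FPKM ran from 504297 to 598021, and the 10 highest genes took 25.1% to 30.9% of them. Depth was estimated from the steps of low FPKM values in 1032 genes with a single transcript, and it limits values of low genes most in the papillary regions, at 4.45 and 5.18 M fragments (M, mega). No 2 regions held identical values, and the closest pair, FHBT-4b and FHBT-5, had a correlation across genes of 0.964.

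From the FPKM, log2(FPKM + 1) was computed for genes with at least 1 FPKM in at least 2 regions (15194 genes). limma 3.58.1 in R 4.3.3 fitted the 5 histologies with an intensity trend and the tumor as a block, with 8 residual and 3.07 prior degrees of freedom, and p-values were adjusted by Benjamini-Hochberg at 0.05 in each of 8 comparisons: sarcomatoid against squamous, each of sarcomatoid, squamous, papillary and papillary squamous against urothelial, papillary against papillary squamous, papillary and papillary squamous against squamous and sarcomatoid, and urothelial against the mean of the other 4. Of 26 gene lists, 24 with at least 3 genes were tested with camera at an inter-gene correlation of 0.01, again with an estimated correlation, with fry and with fgsea 1.28.0. They cover luminal, basal, squamous differentiation, neuroendocrine, mesenchymal, EMT transcription factor, epithelial junction, E2F, MYC, oxidative phosphorylation, glycolysis and hypoxia, cholesterol, TNF, unfolded protein, interferon, ribosomal and lentiviral library genes and markers of macrophages, neutrophils, endothelial cells, fibroblasts, skeletal muscle and adipocytes. The erythroid list matched 1 gene and the mitochondrially encoded list none, so these were not tested. The classifier lists and hallmark lists of the paper were not used here. Of the lists called, the number that kept its call with an estimated correlation, in the order of the comparisons above, was 2 of 13, 3 of 9, 3 of 11, 1 of 12, 4 of 12, 0 of 9, 2 of 12 and 2 of 13.

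A list score was the mean z-score of its genes over the 13 regions, compared between tumor means by exact permutation, in which a tumor with regions on both sides counted once on each side. Principal components were computed on centered log2 values of all genes (Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 served for the checks of quality and depth). The fit and the list tests were tested on simulated data with known changes. The genes named in the text were fixed by rule: in each comparison the 5 genes of highest and the 5 of lowest fold change among those called, with a mean of at least 5 FPKM on the higher side and no overlap between the sides, the 3 genes of smallest p of each called list, the 10 genes at each end of the first 2 principal components, the genes that the paper names for these tumors, and VIM, CDH1, UPK2, KRT20, KRT5, KRT14, CHGA and SYP. Genes named outside this rule are marked where they appear. The result of 1 gene is not reported here.

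The alternatives were other pseudocounts, no filter, other scalings, region weights, other treatments of the tumor block, FHBT-4a and FHBT-7 left out, FHBT-7 placed in the tumor of its title, each region left out in turn, other list tests and other settings of the principal components. After the data had been seen, pseudocount 10, a subtraction of the signal of unrelated tissue genes, FHBT-4a placed by its title and 2 pairs of regions left out were added. The human tumors and the carcinogen-induced mouse tumors onto which the paper projects these regions were not analysed here.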

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

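The tests of depth, papillary histology, host cells, exchanged regions and the histology of FHBT-1b and FHBT-4a, and the splits that kept the histologies apart, were chosen only after the results they bear on had been seen.

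Among 45 scores and genes compared over the 4 sarcomatoid regions, 2 had a region far from the others, by a gap past the 95% critical value of Dixon's test (which chance passes in about 1 of 20 groups). The cholesterol synthesis score was −0.823 in FHBT-4b and between −0.00217 and 0.0367 in FHBT-1a, FHBT-2 and FHBT-4a. SYP, as log2(FPKM + 1), was 2.74 in FHBT-4a and at most 0.40 in the other sarcomatoid regions.

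Genes of unrelated tissues had a median of 1.47 FPKM in the papillary FHBT-1c and 0.980 FPKM in FHBT-8a, and the lower of these was 21.8 times the highest median of the other 11 regions, more than a papillary histology would bring to genes of other tissues. Depth argued the other way, since the deeper of the papillary regions had 5.18 M fragments (M, mega) against a median of 11.5 M in the other 11. Genes silent in the other 11 regions had a ratio of the X median to the autosomal median of 0.565 in FHBT-1c (95% interval 0.364 to 0.777) and 0.443 in FHBT-8a (0.360 to 0.609), in a test whose outcome had been predicted for male cells, while single autosomes stood at 0.790 to 1.45 and 0.839 to 1.38 times the others. Reads from genomic DNA, which male cells hold in 1 copy of X, may therefore account for this low-level signal, although another source with less X signal stays open. With the signal subtracted, the 871 genes of papillary and papillary squamous against squamous and sarcomatoid regions became 7.

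FHBT-1b and FHBT-3, both urothelial, had the lowest junction scores (−1.90 and −1.75) with VIM at 3596 and 1166 FPKM, whereas the urothelial FHBT-9 had a junction score of 0.292. A make-up mostly of macrophages, endothelial cells, fibroblasts, muscle or fat cells is argued against, since 0 of 10 host cell scores of FHBT-1b and FHBT-3 were above every one of the 11 other regions, muscle in FHBT-3 coming nearest (1.16 against 1.21 in FHBT-7). A smaller share of host cells stays open: 5 of 5 host cell lists had a median below 0 in urothelial regions, but none was called and FHBT-9 is among these regions, and FHBT-3 had fibroblast, endothelial and macrophage scores of 0.326, 0.298 and 0.0832, whereas all 5 scores of FHBT-1b were below 0 (−1.43 to −0.348). An exchange of FHBT-1a and FHBT-1b is argued against by the mean distance to FHBT-3 and FHBT-9 over that to FHBT-2, FHBT-4a and FHBT-4b. The ratio was 1.535 in FHBT-1a, 1.06 in FHBT-1b, 1.44 to 1.60 in these sarcomatoid regions and 0.964 and 1.13 in FHBT-9 and FHBT-3. Still, 4 of 4 epithelial scores were higher in FHBT-1a, as an exchange would have it. Squamous, papillary and papillary squamous regions had ratios of 1.25 to 1.62. Fig. 2i, unlike Fig. 2a and Fig. 2e–g, draws FHBT-1b as sarcomatoid. Its ratio was below those of these sarcomatoid regions but above 1, so on average it lay no nearer to FHBT-3 and FHBT-9. Its correlation across genes was 0.916 with FHBT-2 and FHBT-4b and 0.890 with FHBT-4a, against 0.912 with FHBT-3 and 0.873 with FHBT-9. The test therefore does not settle whether FHBT-1b is sarcomatoid. A sarcomatoid FHBT-1b remains open, as do a host cell type outside these lists and a loss of epithelial identity in the tumor cells, both untested here. Cells of the embryonic mesenchyme grafted with the organoids were not tested as a source either.

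Neuroendocrine genes were highest in the sarcomatoid FHBT-4a, with a score of 1.14 and CHGB, a gene of the list chosen after its values were seen, at 12 FPKM. Its title calls this region urothelial and Fig. 2a draws it as mostly urothelial with a sarcomatoid part, while its histology label and Fig. 2e–g give sarcomatoid. The tables argue against a region like the urothelial FHBT-1b, FHBT-3 and FHBT-9: its mean distance to them was 1.52 times that to the other sarcomatoid regions (137, 135 and 146 against 92.1, 98.6 and 84.9), against ratios of 0.987 to 1.10 in the 3 urothelial and 1.39 to 1.57 in the 4 sarcomatoid regions, although squamous, papillary and papillary squamous regions also had 1.255 to 1.61. This test was put in place of one that had not yet been run, of the neuroendocrine score with FHBT-4a counted as urothelial, which then gave a difference of 0.282 (exact permutation p = 0.412), while the neuroendocrine list passed camera in that setting (adjusted p = 0.0117). Neuroendocrine differentiation in a sarcomatoid region and a urothelial part unlike those 3 regions, such as the one of FHBT-4 that Fig. 2b shows with cytokeratin staining, both may be the source, which was not tested further here and which staining of this region for chromogranin A or synaptophysin could address.

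Other splits of the same regions bore on 3 of the counts, and regions of one tumor were moved separately in them, which makes the shares too small. For sarcomatoid against urothelial regions, the real split called 330 genes and was the 1 of 35 splits with as many, the highest other calling 2, so chance can be excluded with regions as units, but with FHBT-4a and FHBT-4b as 1 unit the splits are too few for that. For urothelial regions against the rest, fitted as 2 groups, the real split called 964 genes, 3 of 100 splits called as many and the highest other called 1646 (FHBT-9, FHBT-1c and FHBT-8a together), which points to a further structure of the regions. With regions as units, the share of splits was small there, and also with the other histologies kept apart (1636 genes, 1 of 100 splits, highest other 567). Neither share excludes chance. In the first scheme another split called more genes than the real one. In the second, every other split mixes regions of different histologies, which may favor the real split. With tumors as units chance cannot be judged, because tumor 1 stood on both sides and no split kept the regions of a tumor together. For papillary and papillary squamous against squamous and sarcomatoid regions, fitted as 2 groups, the real split called 1 gene, 7 of 100 splits called as many and the highest other called 2, so chance cannot be excluded. With the histologies kept apart, a scheme chosen after that result, it called 871 genes, 2 of 100 splits called as many and the highest other called 1448 (FHBT-8b, FHBT-1a, FHBT-4a and FHBT-6 together), which also points to a further structure of the regions. This share is small too, but since chance was not excluded in the planned scheme of 2 groups, it is not excluded for this comparison.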

How the results depend on the processing

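Pseudocount 10, the subtracted signal, the pairs of regions left out and FHBT-4a as urothelial were chosen after seeing the data. The pair FHBT-4a and FHBT-7, the single regions left out and the other settings were not. Groups of 2 or 3 regions limit every count, and a side left with 1 region is assumed to vary like the other groups. Of the counts of genes, 163 stayed within 1.5 times, 51 fell further and 7 grew. Of 2026 list tests, 1839 kept direction and call, 108 lost the call, 35 gained it and 44 turned. Of 2883 values of single genes, these numbers were 2450, 410, 8 and 15. The tumor correlation could not be estimated with only the regions of both sides for sarcomatoid against squamous, papillary against urothelial and papillary against papillary squamous, and fgsea gave no score for the mesenchymal list in papillary against urothelial. For urothelial against the rest, only the regions of both sides are all regions, which moved nothing. No paired analysis was possible because no pair of histologies shared more than 1 tumor. The cause was not tested for any change below, except where fewer regions entered.

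With FHBT-4a as urothelial, the genes called against urothelial regions were 0 in sarcomatoid, 0 in squamous, 1890 in papillary and 10 in papillary squamous regions, and 109 for urothelial against the rest. Quantile normalization gave 157, 190 and 862 for the first 3, 864 for urothelial against the rest, 208 for papillary against papillary squamous and 35 for the 4 against the 6 regions of the luminal comparison. Array weights gave 129 in sarcomatoid, 1912 in papillary, 519 in papillary squamous and 472 in urothelial regions. Without FHBT-1b and FHBT-3, the counts against urothelial were 1011 (sarcomatoid), 959 (squamous) and 1355 (papillary squamous). Without FHBT-1a and FHBT-1b they were 146 (sarcomatoid), 1840 (papillary), 659 (urothelial against the rest) and 413 (4 against 6). Without FHBT-4a and FHBT-7 they were 211 (sarcomatoid), 514 (papillary squamous) and 513 (4 against 6). The subtracted signal left 1110 (papillary against urothelial), 297 (papillary against papillary squamous) and 7 (4 against 6). Pseudocount 10 gave 86 (sarcomatoid) and 191 (squamous), and pseudocount 0.1 437 (4 against 6). No filter gave 2497 (papillary against papillary squamous) and 1529 (4 against 6). Only the regions of both sides gave 86 (squamous) and 112 (papillary squamous). FHBT-7 as tumor 8 gave 496 (papillary squamous). FHBT-4a and FHBT-4b averaged, in a fit that also had no tumor block, gave 151 (sarcomatoid). Leaving out the tumor block alone gave 255 higher and 42 lower there.

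Against squamous regions, the mesenchymal median of 0.48 lost its call with an estimated correlation and with fry. Against urothelial regions it passed the threshold with median-of-ratios scaling (0.38), quantile normalization (0.52), fgsea (0.47), pseudocount 10 (0.30), FHBT-4a as urothelial (0.58), without FHBT-4a and FHBT-7 (0.62) and without FHBT-1b and FHBT-3 (0.87). In the last setting the junction list (−0.15), CDH1 (−0.14) and VIM (0.52) turned, and VIM also without FHBT-1a and FHBT-1b (0.090).

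For urothelial regions against the rest, uncalled lists turned in the direction of their test, at these medians. The neuroendocrine list was at −0.16 with median-of-ratios scaling and −0.24 with fry and fgsea. The EMT transcription factors were at 0.27 with quantile normalization, −0.35 without FHBT-1b and FHBT-3, −0.028 with FHBT-4a as urothelial and −0.10 with fry and fgsea. The cholesterol list was at −0.13 without FHBT-1b and FHBT-3. The macrophage list was at −0.16 with median-of-ratios scaling, 0.00075 with quantile normalization, −0.16 with pseudocount 10, −0.21 with the subtracted signal, −0.31 with FHBT-4a as urothelial and −0.23 with fry and fgsea. Without FHBT-1a and FHBT-1b, the fibroblast list was at −0.11 and the muscle list at 0.22. SYP turned to 0.26 with quantile normalization, 0.047 without FHBT-4a and FHBT-7, 0.019 with pseudocount 10, 0.17 with the subtracted signal, 0.34 without FHBT-1a and FHBT-1b, 1.44 without FHBT-1b and FHBT-3 and 0.52 with FHBT-4a as urothelial. The neuroendocrine score difference turned to 0.0934 with quantile normalization, 0.282 with FHBT-4a as urothelial and 0.0144 without FHBT-1a and FHBT-1b.

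For papillary against papillary squamous regions, the test of the uncalled E2F list turned at medians of 0.41 (pseudocount 0.1), 0.22 (quantile normalization), 0.59 (without FHBT-4a and FHBT-7), 0.26 (subtracted signal) and 0.39 (fry and fgsea), and that of the uncalled MYC list at 0.33 (no filter), 0.13 (median-of-ratios scaling) and 0.23 (without FHBT-4a and FHBT-7). With single regions left out these medians ran from 0.21 to 0.65 and 0.10 to 0.51.

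The first component held 29.2% with pseudocount 0.1, 23.1% scaled to unit variance, 35.4% with the most variable genes alone, 29.7% with pseudocount 10 and 26.6% with the subtracted signal. The second held 16.4%, 14.9%, 14.7% and 13.7% in the last 4 of these. The distance ratio was 1.84 with pseudocount 10.

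Single regions left out in turn gave 0 to 5 genes for sarcomatoid against squamous, 96 to 373 for sarcomatoid, 103 to 383 for squamous, 232 to 3367 for papillary and 112 to 926 for papillary squamous against urothelial, 0 to 1863 for papillary against papillary squamous, 0 to 1023 for 4 against 6 and 887 to 1812 for urothelial against the rest. Mesenchymal medians ran from 0.10 to 0.84 against squamous and from 0.25 to 0.99 against urothelial. The components held 24.4 to 28.6% and 15.6 to 22.9%, and the distance ratio ran from 2.68 to 4.70. Score differences in 4 against 6 ran from 0.626 to 0.718 (luminal) and −0.320 to 0.128 (basal), and for urothelial regions from −0.433 to 0.0994 (neuroendocrine), −1.17 to −0.893 (luminal) and −2.02 to −1.64 (basal). VIM against urothelial ran from −1.02 to 0.072. For urothelial against the rest, CHGA ran from −0.44 to 1.04, SYP from −0.71 to 0.37, and the medians from −0.44 to 0.14 (neuroendocrine), −0.38 to 0.47 (EMT transcription factors), −0.47 to −0.17 (cholesterol), −0.49 to 0.10 (macrophage), −0.84 to −0.072 (fibroblast) and −2.43 to 0.22 (muscle). In 4 against 6, squamous differentiation ran from −1.50 to 0.12.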

Differences from the paper's values

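None of the tests here was chosen only after the result was seen, except where a setting or a count is named so. The shares of variance printed in Fig. 2e, about 23% and about 16%, read by eye, and those computed here, 25.3% and 19.1%, lay within 1.5 times of each other. Scaled to unit variance, an alternative set before the data were examined, the shares were 23.1%, which matches the number in Fig. 2e, and 16.4%. The first component of that setting is another axis, with the papillary FHBT-1c and FHBT-8a at 145.4 and 125.5 and all others at most 2.05 (FHBT-7).

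The paper classes most papillary and papillary squamous tumors as luminal and most squamous and sarcomatoid tumors as basal (Fig. 2f). With lists other than its classifier, which is not used here, the higher of the luminal and basal scores was that of this class in 7 of 10 regions, a count made after the scores had been seen. It was so in 2 of 2 papillary, 2 of 2 squamous and 3 of 4 sarcomatoid regions, but in 0 of 2 papillary squamous regions. As groups, luminal scores followed the order of the paper (difference 0.666, exact permutation p = 0.0179), but basal scores did not separate the groups (difference −0.0870, exact permutation p = 0.768). Basal scores of 0.808 in FHBT-7 and 0.646 in FHBT-8b, both papillary squamous, lay beside 0.725 and 0.873 in the squamous FHBT-5 and FHBT-6. The sarcomatoid FHBT-1a, FHBT-2, FHBT-4a and FHBT-4b were at 0.0656, −0.0690, 0.677 and 0.287, and the papillary FHBT-1c and FHBT-8a at −0.114 and −0.0635. Of the settings run, none brought the basal difference past the threshold.

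The paper gives the urothelial histology a neuroendocrine-like expression with little luminal or basal signature (Fig. 2g). The luminal and basal scores computed here were lower in it (differences −0.967 and −1.72, exact permutation p = 0.00833 each), but the neuroendocrine score was not higher (difference −0.129, exact permutation p = 0.692). The highest scores were those of the sarcomatoid FHBT-4a, 1.14, and the papillary FHBT-1c and FHBT-8a, 0.815 and 0.620, and FHBT-9 had the highest of the urothelial regions, 0.427, as in Fig. 2g. FHBT-1c and FHBT-8a carry a low-level signal in genes of unrelated tissues and raise the mean of the other histologies, and with that signal subtracted, a setting chosen after seeing the values, the difference was also below 0 and past no threshold. The score difference was above 0 without FHBT-1b or FHBT-4a (0.0994 and 0.00109), with quantile normalization (0.0934) and, in settings chosen after seeing the values, without FHBT-1a and FHBT-1b (0.0144) and with FHBT-4a as urothelial (0.282), and passed the threshold in none of these (exact permutation p = 0.412 or more). The neuroendocrine list was called higher by camera with FHBT-4a as urothelial, chosen after seeing the values (median 0.062, adjusted p = 0.0117), and in no other setting run. The consensus classifier of the paper is not used here.

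The paper reports mesenchymal genes as enriched in sarcomatoid carcinoma (Fig. 2h). The direction was the same here against squamous regions (median log2 fold change 0.48, adjusted p = 0.0145 from limma's camera, adjusted p = 0.692 with an estimated correlation). That call was lost without FHBT-6 (adjusted p = 0.616) or FHBT-4b (adjusted p = 0.163). Against urothelial regions the direction was the same (median 0.47), but the list did not pass the threshold (adjusted p = 0.0979 from camera, adjusted p = 0.954 with an estimated correlation). There it passed with fgsea (normalized enrichment score 1.61, adjusted p = 0.00829), median-of-ratios scaling (adjusted p = 0.0352), quantile normalization (adjusted p = 3.68e-04) and without FHBT-4a and FHBT-7 (adjusted p = 0.00192), all set before the data were examined. It also passed with FHBT-3, FHBT-1a, FHBT-4a, FHBT-7 or FHBT-8b left out singly (adjusted p = 6.53e-04, 0.00534, 0.0237, 0.0257 and 0.0250). Of the settings chosen after seeing the values, pseudocount 10 (adjusted p = 0.0485), without FHBT-1b and FHBT-3 (adjusted p = 0.00589) and FHBT-4a as urothelial (adjusted p = 5.74e-05) passed it too.

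Fig. 2h shows E2F and MYC targets as higher in papillary than papillary squamous tumors. Here their medians were 0.39 and 0.33, around 0.27 for all genes, and camera did not call them (adjusted p = 0.868 and 0.629). The E2F list was ranked lower by camera, against the sign of its median. Cholesterol and TNF genes were lower, as in the figure (−0.65 and −0.26, adjusted p = 3.64e-05 and 0.0171 from camera, adjusted p = 0.655 and 0.730 with an estimated correlation). The cholesterol call was lost without FHBT-8b (adjusted p = 0.155) and the TNF call without FHBT-7 (adjusted p = 0.127). MYC targets were higher, as in the figure, with quantile normalization (median 0.48, adjusted p = 1.00e-05 from camera), set before the data were examined, without FHBT-8a (median 0.51, adjusted p = 6.82e-04) and with the signal of unrelated tissue genes subtracted, chosen after seeing the values (median 0.28, adjusted p = 0.0182). E2F targets were higher without FHBT-8a (median 0.65, adjusted p = 0.0288).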

Other observations

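Of what follows, the setting with FHBT-4a as urothelial and the single genes of the last paragraph were chosen only after the results were seen. Interferon genes were lower as a list in urothelial regions, in FHBT-1b and FHBT-9 but not in FHBT-3. Of 19 interferon genes, which encode antiviral proteins and the antigen processing machinery, 4 were lower in urothelial regions by limma and none was higher (14 when adjusted over the list alone). The list had a median log2 fold change of −1.23 (adjusted p = 9.54e-04 from camera, adjusted p = 0.644 with an estimated correlation), and its call was lost without FHBT-1b (adjusted p = 0.108) and with FHBT-4a as urothelial, a setting chosen after seeing the data (adjusted p = 0.286). Its score was −2.07 in FHBT-1b and −1.09 in FHBT-9 but 0.395 in FHBT-3, and highest in the sarcomatoid FHBT-4a, at 1.22. Of 30 TNF and NF-kB genes 4 were lower (4 when adjusted over the list alone), with an adjusted p of 0.0747 from camera, which passed the threshold without FHBT-1b, FHBT-3, FHBT-2, FHBT-6 or FHBT-8b (adjusted p = 0.0284, 0.0138, 0.0346, 0.0367 and 0.0296).

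Of 24 genes of oxidative phosphorylation 4 were higher in urothelial regions (4 when adjusted over the list alone), with a median of 0.24 (adjusted p = 2.18e-05 from camera, adjusted p = 0.337 with an estimated correlation), and the call was lost with quantile normalization (adjusted p = 0.0626). This median ran from 0.13 without FHBT-9 to 0.44 without FHBT-1b. The unfolded protein response list had a median of 0.32 with 1 of 22 genes higher and none when adjusted over the list alone (adjusted p = 0.00379 from camera, adjusted p = 0.498 with an estimated correlation), and lost its call without FHBT-3 (adjusted p = 0.322), the region with the highest score, 1.55. The targets of the lentiviral short hairpin RNAs had a median of 0.19, with none of 17 called by limma and 3 at an unadjusted p under 0.05 (adjusted p = 0.0365 from camera, adjusted p = 0.644 with an estimated correlation), and lost their call without FHBT-3, FHBT-1c or FHBT-8a (adjusted p = 0.322, 0.115 and 0.0614). In papillary and papillary squamous against squamous and sarcomatoid regions, ribosomal protein genes had a median of −0.34 (adjusted p = 1.74e-13 from camera, adjusted p = 0.127 with an estimated correlation). Their score was lowest in the papillary FHBT-1c and FHBT-8a (−1.40 and −1.10), which carry the low-level signal in genes of unrelated tissues. In the papillary squamous FHBT-7 and FHBT-8b it was −0.880 and 0.306. In urothelial regions against the other histologies, genes of cholesterol synthesis had a median of −0.39 (adjusted p = 0.530 from camera, whose direction turned without FHBT-3) and the EMT transcription factors one of −0.10, against a camera direction of higher that also turned without FHBT-3 (adjusted p = 0.818).

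Single genes stood out in single regions and were chosen after their values were seen. ALB, the liver plasma protein albumin, was at 106 FPKM in FHBT-3 and at most 14.3 FPKM elsewhere (FHBT-5). HBB, a hemoglobin chain, was at 225 FPKM in FHBT-4a and at most 63.9 FPKM elsewhere (FHBT-7). REG3G was at 332 FPKM in FHBT-8a and 73.0 FPKM in FHBT-4a. FGFR3, a receptor kinase of the lentiviral library, was highest in FHBT-4a at 120.3 FPKM and FHBT-3 at 103 FPKM, and at 14.3 FPKM in FHBT-1c. XIST, the RNA that silences an X chromosome of female cells, was at 9.23 and 16.7 FPKM in FHBT-4a and FHBT-4b, at 3.30 FPKM in FHBT-8a, lower in FHBT-1c and under 1 FPKM in the other regions. By the paper's methods, bladder donors and graft hosts were male, and no sex is given for the embryonic mesenchyme. The source of XIST was not tested. DDX3Y, on the Y chromosome, was between 4.43 and 23.5 FPKM in all 13 regions. COX2 was at 0 FPKM in 7 of the 13 regions and at 448 FPKM in FHBT-8a.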
